# Transcriptomic Alterations in Lung Adenocarcinoma Unveil New Mechanisms Targeted by the *TBX2* Subfamily of Tumor Suppressor Genes

**DOI:** 10.3389/fonc.2018.00482

**Published:** 2018-10-30

**Authors:** Athar Khalil, Batoul Dekmak, Fouad Boulos, Jake Kantrowitz, Avrum Spira, Junya Fujimoto, Humam Kadara, Nehme El-Hachem, Georges Nemer

**Keywords:** transcriptomics, T-Box, tumor suppressor gene, demethylation, lung adenocarcinoma

## Abstract

T-box (TBX) transcription factors are evolutionary conserved genes and master transcriptional regulators. In mammals, TBX2 subfamily (TBX2, TBX3, TBX4, and TBX5) genes are expressed in the developing lung bud and tracheae. Our group previously showed that the expression of TBX2 subfamily was significantly high in human normal lungs, but markedly suppressed in lung adenocarcinoma (LUAD). To further elucidate their role in LUAD pathogenesis, we first confirmed abundant expression of protein products of the four members by immunostaining in adult human normal lung tissues. We also found overall suppressed expression of these genes and their corresponding proteins in a panel of human LUAD cell lines. Transient over-expression of each of the genes in human (NCI-H1299), and mouse (MDA-F471) derived lung cancer cells was found to significantly inhibit growth and proliferation as well as induce apoptosis. Genome-wide transcriptomic analyses on NCI-H1299 cells, overexpressing TBX2 gene subfamily, unraveled novel regulatory pathways. These included, among others, inhibition of cell cycle progression but more importantly activation of the histone demethylase pathway. When using a pattern-matching algorithm, we showed that TBX's overexpression mimic molecular signatures from azacitidine treated NCI-H1299 cells which in turn are inversely correlated to expression profiles of both human and murine lung tumors relative to matched normal lung. In conclusion, we showed that the TBX2 subfamily genes play a critical tumor suppressor role in lung cancer pathogenesis through regulating its methylating pattern, making them putative candidates for epigenetic therapy in LUAD.

## Introduction

Lung cancer remains the most commonly diagnosed cancers and the leading cause of mortality among all cancers (1–3). Histologically, it is divided into two main subtypes: small cell lung carcinoma (SCLC), and non-small-cell lung carcinoma (NSCLC). NSCLC is further classified into three types with lung adenocarcinoma (LUAD) representing around 40% of the cases. This type is characterized by an aggressive phenotype; and as such is considered to be a fatal tumor type with an overall prognosis of <5 years (4–6). This high rate of mortality among LUAD patients is largely due to the lack of early detection strategies and the failure of advanced targeted therapies. In addition, the many adverse side effects of the current treatment regimens underscore the valuable merits of identifying novel mechanisms regulating NSCLC progression as new potential therapeutic targets in LUAD. An example of such mechanisms is the discovery that epigenomic alterations contribute significantly to the early onset of lung cancer and its etiology (7–9). Since epigenetic modifications are reversible, many ongoing clinical trials are underway using novel molecules that would specifically target these mechanisms taking into account that as such they will affect cancer progression by suppressing proliferation and invasion (10).

T-box proteins are an evolutionary conserved family of transcription factors (11) that exhibits a lineage-specific role during embryogenesis by enhancing and/or repressing the transcriptional expression of a network of genes (12). TBX family members are sub-classified according to their sequence homology and pattern of expression (13, 14). Amongst these classes, the TBX2 subfamily made of *Tbx*2,3,4, and 5 that has been extensively studied because of the specific and complementary roles of its pairs (*Tbx2*-*Tbx3*) and (*Tbx4*-*Tbx5*) in shaping up limb identity, and cardiac chamber specification in different organisms (15, 16). The 4 members were shown to be particularly expressed early on in the lungs of embryonic mice, when the lung bud starts developing and in the developing lungs (lung buds and trachea) (17, 18). In gene targeting studies, *Tbx2* was shown to restrict cell proliferation and inhibit lung mesenchyme differentiation for control of lung growth (19, 20). Depletion of Tbx4 or Tbx5 was shown to impede bronchial differentiation (21). Besides their critical role during embryonic development as demonstrated by gain and loss of function *in vitro* and *in vivo* assays across the species, the aberrant expression of these genes was also associated with several neoplasms, including melanomas, breast, and pancreatic cancer (12, 22). In most of these cancer types, members of the TBX2 family have different patterns of expression, mainly they are unaffected, or overexpressed, but rarely repressed (23–25). In contrast, we have recently shown a unique common suppression pattern in LUADs by the analysis of different large cohorts of patients (26). Our results are supported by data from The Cancer Genome Atlas (TCGA) with its 483 LUAD tumors and 59 controls. This marked suppression was further detected at the pre-malignancy stage, and even in the normal-appearing airway cancerization field in NSCLC. In addition, using a dataset comprised of 164 suspect smokers, we showed that the suppression of these factors was found to be a significant predictor of lung cancer in the suspect high-risk smokers (*p* < 10^−5^) (26).

To further elucidate the role of the TBX2 subfamily in human LUAD pathogenesis, we opted to assess the effects of their re-expression in a lung cancer cell lines. We first confirmed the marked downregulation of *Tbx2-5* transcripts in the various lung cancer cell lines as compared to normal lung tissues. We then assessed the transient independent overexpression in human NCI-H1299 and mouse MDA-F471 cells for each gene. The observed dramatic effect on cell growth and proliferation was quantified and validated. This was further dissected at the molecular level by analyzing and cross-contrasting the transcriptome profile of these cells as compared to the control by RNA sequencing. We found only a shared pathway activated by all four members, and many other suppressed pathways. The activated demethylation pathway was paralleled to a suppressed methylation process, both affecting the epigenetic signature of lung cancer cells. Interestingly, the expression pattern induced by *TBX2* subfamily correlated with gene signatures from NCI-H1299 treated with demethylases inhibitors. Finally, we showed that LUAD gene signatures from both mouse tumor model and public datasets were anti-correlated with transcriptional signatures from cells overexpressing TBX2-5.

## Materials and methods

### Immunohistochemistry

Consecutive sections (8 μm) were prepared from formalin-fixed paraffin embedded normal human lung tissues. Slides were dewaxed, rehydrated with graded alcohol, then dipped in 3% hydrogen peroxide. Antigen retrieval was carried out in citrate buffer (pH 6.0) in a microwave, followed by a 1 h blocking in 3% BSA (Amresco Life science, Cat#0332-100G) in 0.2% PBT (PBS 1X with 0.2% Tween-20). Primary rabbit-antibody against human TBX2 (Ab33298), TBX3(Ab99307), TBX4(Ab28634), TBX5(Ab23665) and as a negative control rabbit IgG was used (Ab27478) with a dilution of 1:100 were applied to the sections, respectively, and incubated overnight at 4°C. Subsequently, slides were incubated with 1:250 Biotinylated species-specific secondary antibody (Cat# RPN1004V, GE healthcare UK limited) followed by 1:250 streptavidin–peroxidase conjugate, and antibody-specific binding was visualized with 3,3-diaminobenzidine solution (DAB–Sigma, Cat#D3939-1SET). Lastly, slides were counterstained with Methyl Green and mounted.

### Cell lines and transfection assays

Human lung cancer cell lines (NCI-H3255, NCI-H1299, NCI-H1792, and NCI-H1944) and mouse lung adenocarcinoma cells (MDA-F471) derived from 4-(methylnitrosamino)-1-(3-pyridyl)-1-butanone (NNK) exposed *Gprc5a*-knockout female lungs were obtained from Dr. Humam Kadara. All the above cells were grown in DMEM-F12 low glucose medium supplemented with Fetal Bovine Serum (FBS-Sigma, Cat#F9665), 1% Penicillin/ Streptomycin (Biowest-Cat#L0022-100). Normal Human Bronchial Epithelial Cells (NHBE) and immortalized human bronchial epithelial cells, HBEC1 and HBEC2 were cultured in growth factor-supplemented medium (BEGM, Lonza). HEK293 cells (Human Embryonic Kidney cells) were cultured and maintained in Dulbecco's Modified Eagle Media (DMEM-Sigma, Cat#D0819) supplemented with 10% Fetal Bovine Serum (FBS-Sigma, Cat#F9665), 1% Penicillin/ Streptomycin (Biowest-Cat#L0022-100) and 1% sodium pyruvate (Sigma-Cat#S8636). Incubation of cells was carried out in a 5% CO2 humid atmosphere at 37°C. Mouse HA tagged pCGN-*Tbx5* and human HA tagged pCGN-*TBX3* were previously described while human Flag tagged pORF-TBX (2 and 4) were purchased from Origene. NCI-H1299 and F471 cells were transfected with the expression vectors using Lipofectamine 2000 (Life Technologies) according to the manufacturer's instructions with an efficiency of ~45%. Transfection was done after 1-h incubation with Penicillin/Streptomycin free cell culture medium. HEK293 cells were transiently transfected using Polyethylenimine (Sigma) as previously described (27).

### Total RNA isolation

Total RNA was isolated using the Invitrogen Life Technologies TRIzol reagent according to the manufacturer's protocol and quantified using the Nanodrop 1,000 spectrophotometer (Thermo Scientific) at the Molecular Core Facility at AUB. Briefly, 70% confluent cells seeded in 10 cm^2^ petri dishes were scraped and centrifuged for 15 min at 13,000 rpm at 4°C. RNA quality was assessed based on RNA integrity numbers (RINs) using a 2,100 Bioanalyzer (Macrogen, https://dna.macrogen.com/eng/). For lung tissues, eight 10 μm slices were deparaffinized using 100% xylene, and total RNA extraction was done using RecoverAll™ Total Nucleic Acid Isolation Kit (Life Technologies) according to manufacturer's instruction.

### RNA-seq analysis

Resulting pairs of FASTQ generated from Macrogen Illumina pipeline (paired-end sequencing), for each of the settings (Controls, *TBX2, TBX3, TBX4, TBX5*), were aligned to the Human reference genome build GRCh37.75 using STAR v2.3.0. Mapped reads were quantified using feature Counts v1.5.4 using default settings, and corresponding GTF gene annotation file was used to map reads to annotated transcripts. Genes with raw counts above 5 in more than half of the samples (*N* = 18) were kept for further analysis. Differential expression analysis (DEG) to identify significant gene regulation, in TBX-transfected cells with respect to control NCI-H1299, was performed using DESeq2.

### *In silico* pathway analysis

Genes were assigned to Reactome pathways and gene sets of sizes between 15 and 250 genes were retained for gene set enrichment analysis (GSEA). Genes were ranked with respect to the t-stat from DESeq2 output. We created a GSEA output matrix with pathway enrichment scores (NES) in rows and all four contrasts (*TBX2* vs. control, *TBX3* vs. control, *TBX4* vs. control, *TBX5* vs. control) in columns. We used custom scripts in R to remove highly overlapping Reactome pathways. Consistent pathways across all four contrasts were kept for further validation.

### Assessment of Tbx-induced gene signature in publicly available human and murine non-small cell lung cancer datasets

From each of the four comparisons described in previous sections, we selected the first 75 genes at the top (most up-regulated DEG) and the last 75 genes at the bottom of the list (most down-regulated DEG) after sorting each ranked list of genes, from DESeq2, by the t-statistics. This was denoted as the query gene signature. 

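The overlap of these lists was counted after the 15576 tested genes of each contrast were ranked by the signed square root of edgeR's quasi-likelihood F statistic. Between a pair of TBX contrasts, 23 (TBX3 and TBX4) to 72 (TBX4 and TBX5) of the 150 genes were shared, with a median of 39 over the 6 pairs. For independent lists, chance gives 0.361 shared genes at each end. The 4 contrasts share the 6 control libraries, which by itself can raise the overlap, so this value is no baseline here. All 4 lists had 13 genes in common, 6 of the highest and 7 of the lowest ranked, out of 423 genes that were in at least 1 list.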

Raw microarray public data have been extracted from hypomethylating treatment instances (azacitidine and decitabine) in non-small cell lung cancer cell line NCI-H1299 (28) or from three clinical non-small cell lung cancer cohorts GSE43458, GSE27262, and GSE10072 (29–32). For each dataset, differentially expressed genes between treated and untreated, or tumors and controls were calculated with the limma package in Bioconductor. Then, a connectivity score (range = [−1, +1]) is computed between the query signature and the respective profiles from GEO (33). For example, a “negative connectivity” suggests that Tbxs-induced signature pushes toward a “normal lung phenotype.” In contrast, a “positive connectivity” suggests that one signature mimic the other. Similar analysis was performed on ranked gene lists from the GSE107774 expression dataset (34)comprising three adenocarcinomas, three adenomas and five matched normal lung tissues from tobacco carcinogen exposed *Gprc5a*^−/−^ mice (35, 36).

### Protein extraction and western blots

Nuclear proteins were extracted as previously described (37) and resolved on a 10% SDS-PAGE. The protein samples were boiled for 10 min and run on denaturing SDS-PAGE for about 1.5 h then transferred to a PVDF membrane (Cat#10600023, Amersham, UK). The membrane was blocked in 5%TBT (TBS-0.02% Tween 20) skimmed dry milk for 45 min at RT. The membrane was incubated with primary antibodies (anti-Flag or anti-HA) or anti-TBX (2,3,4,5) and anti-*GAPDH* or anti-β*Actin* overnight at 4°C. On the 2nd day, the membrane was washed three times with TBT (TBS 1X with 0.2% Tween 20) and incubated with secondary anti-mouse or anti-rabbit-HRP (1:50,000) for 1 h at RT. Development was done using ECL™ Western Blotting Detection Reagents (Amersham, GE healthcare, Cat# RPN2106). The protein bands were visualized using the Chemidoc MP imaging system (Bio-Rad) and quantified using Image J software.

### Immunofluorescence

NCI-H1299 cells were plated onto 12-well Costar culture plates on coverslips at sub-confluency ~60% per well. Transient transfection was done on the 2nd day of the seeding using 2 μl Lipofectamine 2000 (Life Technologies) and a total of 2 μg of DNA per well. Cells were fixed 24 h post-transfection using 4% paraformaldehyde/PBS for 20 min and washed again with PBS. The cells were then blocked with 3% BSA/PBS solution for 1 h. followed by two primary antibodies (rabbit anti-HA or mouse anti-Flag and anti-mouse Ki-67 or rabbit Ki-67, respectively) diluted (1:300) in BSA/PBT and added to the cells with an overnight incubation at 4°C. The cells were then washed with PBT 3 times, before adding the secondary antibody (donkey anti-rabbit IgG biotinylated, RPN1004V, or anti-mouse IgG biotinylated, GE Healthcare) with a dilution of 1:250 in BSA/PBT for 1 h at RT with shaking. After washing 3 times with PBT, cells were incubated with ChromeoTM 488 Streptavidin (Santa Cruz), and Alexa Fluor 555 for 1 h at RT with shaking. Nuclei staining was also performed by applying Hoechst, diluted 1:30 in water, for 30 min. The cells were then washed with PBS and mounted on a rectangular slide containing an anti-fading agent DABCO (Sigma–Aldrich). The slides were examined using the Olympus BH-2 microscope at the molecular core facility at AUB.

### Trypan blue exclusion assay and cell cycle analysis

Cells were seeded in duplicate wells for each experimental condition at a density of 2.5 × 10^4^ cells/well in 12-well plates, and then transfected the following day with the specific overexpression vector. 24 and 48 h following transfection, cells were washed with 1x PBS, trypsinized, and mixed with 0.4% Trypan blue solution in a 1:1 ratio (Sigma Aldrich) then counted under a light microscope using a hemocytometer. For cell cycle analysis, cells were plated in 12 well plates (2.5 × 10^5^ cells/well) and transfected after 24 h with the assigned plasmids or the corresponding empty vector. Cells (including floating cells in the medium) were harvested using trypsin at the indicated times, washed twice with ice cold PBS and fixed with pre-chilled 70% ethanol at 4°C for at least 48 h. The cells were then pelleted by centrifugation at 1,500 rpm, washed with PBS and resuspended in 150 μl of PBS and digested with 100 μl of RNAse A (50 μg/ml). Staining was done with 25 μl PI solution at 4°C in the dark for 30 min, and then analyzed using Guava Easy Cyte 8 Flow Cytometer at the faculty of medicine core facility at AUB.

### MTT assay

Cell proliferation was determined by a 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) assay. Cells were seeded in 96-well plates (2 × 10^3^ cells/well) for 24 h before transfection with the appropriate plasmids. After 24 and 48 h of transfection 10 μl of the yellow tetrazolium salt was added to each well and incubated for 4 h at 37°C followed by the addition of 100 μl solubilizing reagent overnight. The absorbance of the developed color was measured using Multiskan EX ELISA reader at 595 nm. Cell viability was expressed as percentage viability compared to cells transfected with Lipofectamine 2000 alone, or with the corresponding empty vector. Three independent experiments were done with each condition in duplicate.

### Quantitative real-time PCR

A total of 2 μg of RNA was reverse-transcribed using iScript cDNA Synthesis Kit (Biorad) as per the manufacturer's specifications. All cDNA samples were diluted in 1:3 ratio with nuclease-free sterile water & stored at −20°C. SYBR Green Supermix (SIGMA) was used to perform the Real-Time PCR quantification by employing specific primer pairs (Supplementary Table 1) for each gene indicated while using those of GAPDH and β–ACTIN as housekeeping genes on an icycler machine (Biorad). Relative quantification was calculated using the 2^−Δ*ΔCT*^ relative quantification method.

## Results

### Expression of TBX2 family members in lung tissue and cell lines

The distribution of TBX2 and TBX5 was examined in formalin-fixed paraffin-embedded tissue sections from tumor-free regions of the lung. The sections of the lung contain branching bronchioles as well as respiratory bronchioles with adjacent alveolar walls and small to medium pulmonary arteries and veins. TBX2 showed more intense staining with prominent nuclear localization in bronchial epithelium and alveolar cells compared to that of TBX5 (Supplementary Figure 1A). In addition, TBX2 was highly expressed in the epithelial cells of the bronchioles whereas detection of expression of both TBX3 and TBX4 was not successful despite using two different antibodies (Supplementary Figure 1B). To assess the expression profile of the four TBXs in lung cancer cell lines, we designed specific primers for each member and the relative expression was measured by qPCR. The results showed the highest expression for *TBX2* in normal lung tissues followed by *TBX3, TBX4*, and then *TBX5* (Figure 1A). Immortalized human bronchial epithelial cells (HBEC2) showed a tremendous reduction in the expression of the four members as compared to that of normal lung tissues (ranging from 500 to 2,000-fold). This expression was nonetheless highly significant when compared to that of the different lung cancer lines (NCI-H1299, H1944, H1972, and H3255). For further confirmation and owing to the pronounced alternative splicing property of these TBXs, we examined their expression profile at the protein level in the different cancer cell lines as compared to nuclear extracts from transiently transfected HEK293 cells with the relative encoding plasmid. All antibodies showed high specificity while two different TBX4 antibodies didn't work at the level of western blot (Supplementary Figures 2A,B). Western blots using up to 25 μg of nuclear extracts showed very little or undetected expression of TBX2, TBX3, and TBX5 in all tested lung cancer cell lines while only HBEC2 cells expressed TBX5 which is consistent with qPCR results (Figure 1B).

**Figure 1:**
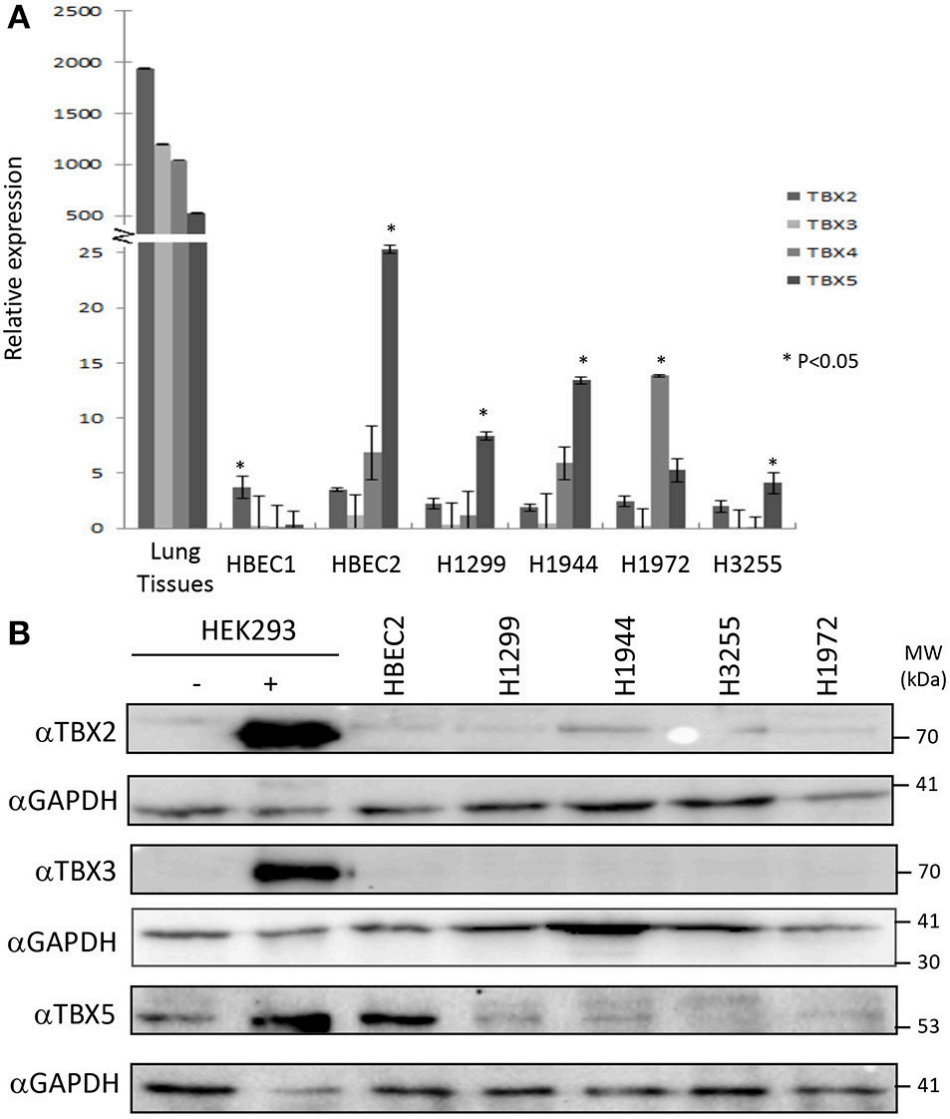
mRNA/protein profiling of TBX2 subfamily members in normal lung tissues and lung cancer cell lines. The expression of TBX2, TBX3, TBX4, and TBX5 was analyzed by real-time PCR in the lung cancer cell lines NCI-H1299, H1944, H3255, and H1972 as well as the immortalized HBEC1/HBEC2 cells and normal lung tissues. A high expression of the four members was detected in lung tissues **(A)** as compared to the different cell lines while HBEC2 cells scored the highest expression for all the four genes among the cell lines. Gene expression was first normalized to the expression of the housekeeping gene GAPDH. The fold induction of each tested gene was then normalized to the expression in NHBE cells. The data represent the means ±s.d, (*n* = 3). Significance was attributed as compared to the expression in lung tissues (*p < 0.05). The protein expression was assessed by western blotting of equal amounts of nuclear extracts from different lung cancer lines using specific antibodies for each protein **(B)**. Nuclear extracts from HEK293 cells overexpressing (+) or not (–) these proteins were used as controls.

### Members of TBX2 subfamily negatively affect proliferation and survival of the human NCI-H1299 and mouse MDA-F471 cell lines *in vitro*

We previously identified a prognostic multigene expression signature for TBX2-5 at early and advanced-stages in LUAD patients and hypothesized that these genes may function in the development and/or progression of LUADs. We thus sought to test the role of each member independently in NSCLC pathogenesis by transiently transfecting the widely used NCI-H1299 lung cancer cells and the newly derived mouse MDA-F471 mouse cells with plasmids encoding independently each *TBX* gene. Microscopic analysis of the cells showed significant cell death and decrease in proliferation as compared to the control (Supplementary Figure 3A). All cells maintained a similar morphology after transfection except those with TBX3 as they became flattened with expansion of the cytoplasm which might be a characteristic feature of cell senescence and/or differentiation (Supplementary Figure 3B). QPCR and Western blot analyses showed a significant increase in the corresponding transcript(s) and protein(s) as compared to cells transfected with the control empty vector (Figure 2). All members significantly decreased cell viability (up to 22% for NCI-H1299 and 50% for MDA-F471) as evidenced by trypan blue exclusion assay and suppressed cellular proliferation (up to 35% for NCI-H1299 and 40% for MDA-F471) as measured by MTT assay (Figures 3A,B). The pattern was quasi-identical to all members over a time course of 48 h post-transfection. To further characterize the phenotypic consequences of the overexpression, we determined its effects on cell-cycle progression by flow-cytometric evaluation of Propidium Iodide (PI) staining. Cell cycle analysis demonstrated that *TBX2-5* cause an accumulation of cells in the sub G0/G1 phase (Figure 4A), thus inhibiting their progression toward the G1 phase. This pattern was quite similar between *TBX2, TBX4*, and *TBX5* after 48 h as compared to controls ranging from 42 to 57% in NCI-H1299 and up to 60% in MDA-F471 cells. This accumulation was however less obvious with *TBX3* overexpression in NCI-H1299 (23% after 48 h) but was similar to the other TBXs in MDA-F471 cells (Figure 4B). These results suggested that *TBX2-5* induced disruption of cell cycle progression whereby the increase in sub G0/G1phase is a reflection of apoptosis induction. All together, these results prompted us to seek a molecular signature that would account for these tangible effects. We carried on RNAseq on the extracted RNAs from the above experiments each in triplicates, and we proceeded in analyzing the results taken into consideration the potential overlap in gene function as assessed morphologically and molecularly (Supplementary Figure 4).

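RNA-seq covered 18 libraries of NCI-H1299 cells, a human lung cancer line. Each of the TBX2, TBX3, TBX4 and TBX5 plasmids had 3 libraries, next to 3 libraries of cells given the empty vector (EV) and 3 of control cells labelled Ctl. The authors deposited the number of reads counted on each Ensembl gene, without normalization. The total ranged from 7365221 to 11743179 counts per library, with a median of 10775834 in the 6 controls, 7395332 with TBX2, 9131857 with TBX3, 9945119 with TBX4 and 7960510 with TBX5. A level of 3 counts, taken as the smallest detectable, equals 0.256 to 0.407 CPM, counts scaled to a common library size, before TMM scaling. A gene without a symbol in the annotation, ENSG00000266658, held 29.4% of all counts. Its share ran from 10.7% in TBX3 replicate c (95% Wilson interval 10.689% to 10.726%) to 53.5% in TBX5 replicate b (95% Wilson interval 53.449% to 53.521%). Within the TBX3 libraries alone it reached 47.5%, so it did not follow the condition alone, and its source was not tested. The next most counted were the mitochondrial ribosomal RNA genes MT-RNR2 (13.3% of all counts) and MT-RNR1 (3.6%). Reads without molecular identifiers are not independent molecules, so intervals and floors cover counting error only. Across the 18 libraries, the share of ENSG00000266658 and the library's TMM scaling factor, both on the log2 scale, were inversely related, with Pearson's r of -0.95 and Spearman's rho of -0.99. Each had a permutation p of 1e-05, the smallest that the permutations can give, and r was -0.94 without the 2 libraries farthest from the median share. This relation follows in part from how TMM is computed and is no test of the scaling. Counts below are TMM-scaled. TBX2 reached 4453 ± 368.3 CPM (SD, n = 3) in the TBX2 libraries and 3.84 ± 0.579 CPM (SD, n = 6) in the controls. TBX3 reached 21840 ± 3867 CPM (SD, n = 3) in the TBX3 libraries against 2.28 ± 0.680 CPM (SD, n = 6). TBX4 reached 7945 ± 481 CPM (SD, n = 3) in the TBX4 libraries, at least 27900-fold higher than the controls, which held at most 1 count. TBX5 reached 200.1 ± 62.4 CPM (SD, n = 3) on the human gene in libraries given the mouse plasmid, at least 702-fold higher than the controls, which held 0 counts. The library taken as TBX4 replicate c, whose label ends in TBX5, had 85197 counts of TBX4 and 1 of TBX5.

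**Figure D1:**
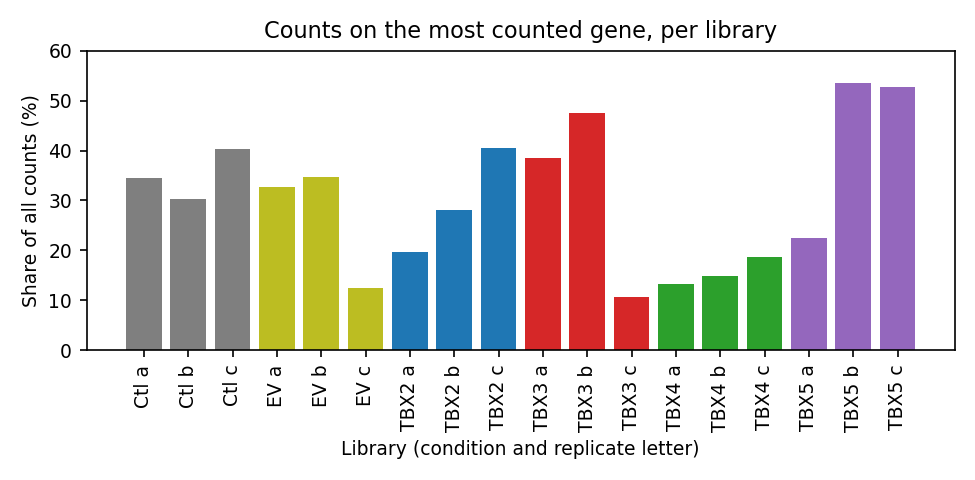
Share of each library's counts (%, vertical axis) on the most counted gene, ENSG00000266658, in the 18 libraries (horizontal axis, condition and replicate), with 1 bar per library. The bars run from 10.7% to 53.5%, and the 3 TBX4 libraries lie between 13.2% and 18.6%.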

**Figure 2:**
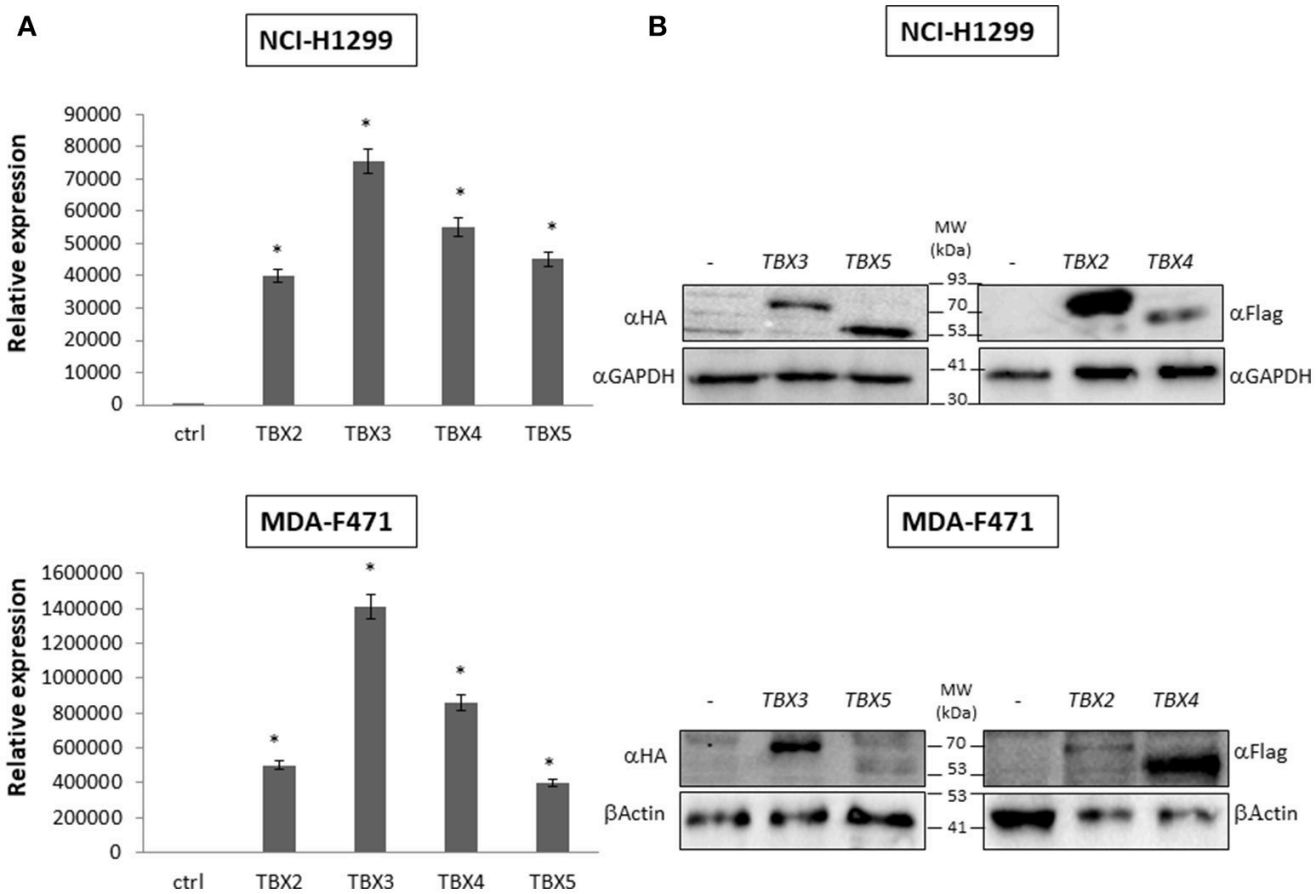
Molecular analysis of NCI-H1299 and MDA-F471 cells transiently overexpressing the different TBX proteins. Western blotting analyses and qPCR of TBX2-5 protein and mRNA expression were performed 24 h after transfection with the empty vector (–), or plasmids encoding the four members of TBX2 subfamily **(A)** For qPCR, TBXs' expression was normalized to that of the GAPDH housekeeping gene and quantified relative to the expression in cells transfected with empty vector. The data represent the means ± s.d., *n* = 2. Significance (*p < 0.05) was assessed by the Student *t*-test **(B)** For Western blotting, 20 μg of total protein from samples were analyzed by SDS-PAGE. Membranes were stained with the antibody against the corresponding tag of each vector and with a *GAPDH* or β-Actin antibody to ensure equal protein loading.

**Figure 3:**
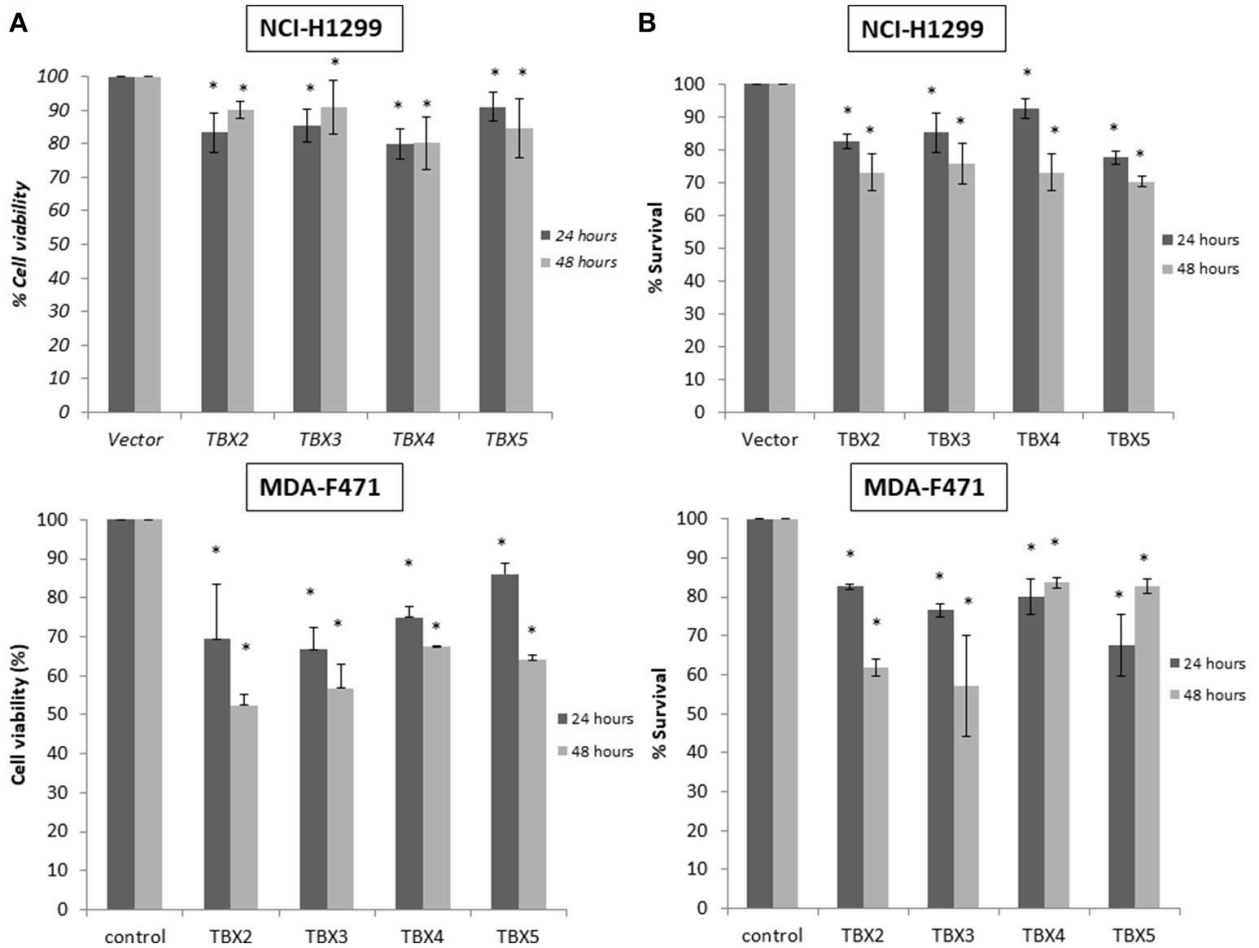
Cell viability and proliferation assays for cells overexpressing TBX2 members. Trypan blue exclusion analysis **(A)** and MTT assay **(B)** show a similar proportional reduction in cell viability with TBX2-5 transfection as compared to control in both NCI-H1299 and MDA-F471 cells. Experiments were performed at least 3 times and results are presented as the mean ± SD and are statistically (*) significant for *p* < 0.01.

**Figure 4:**
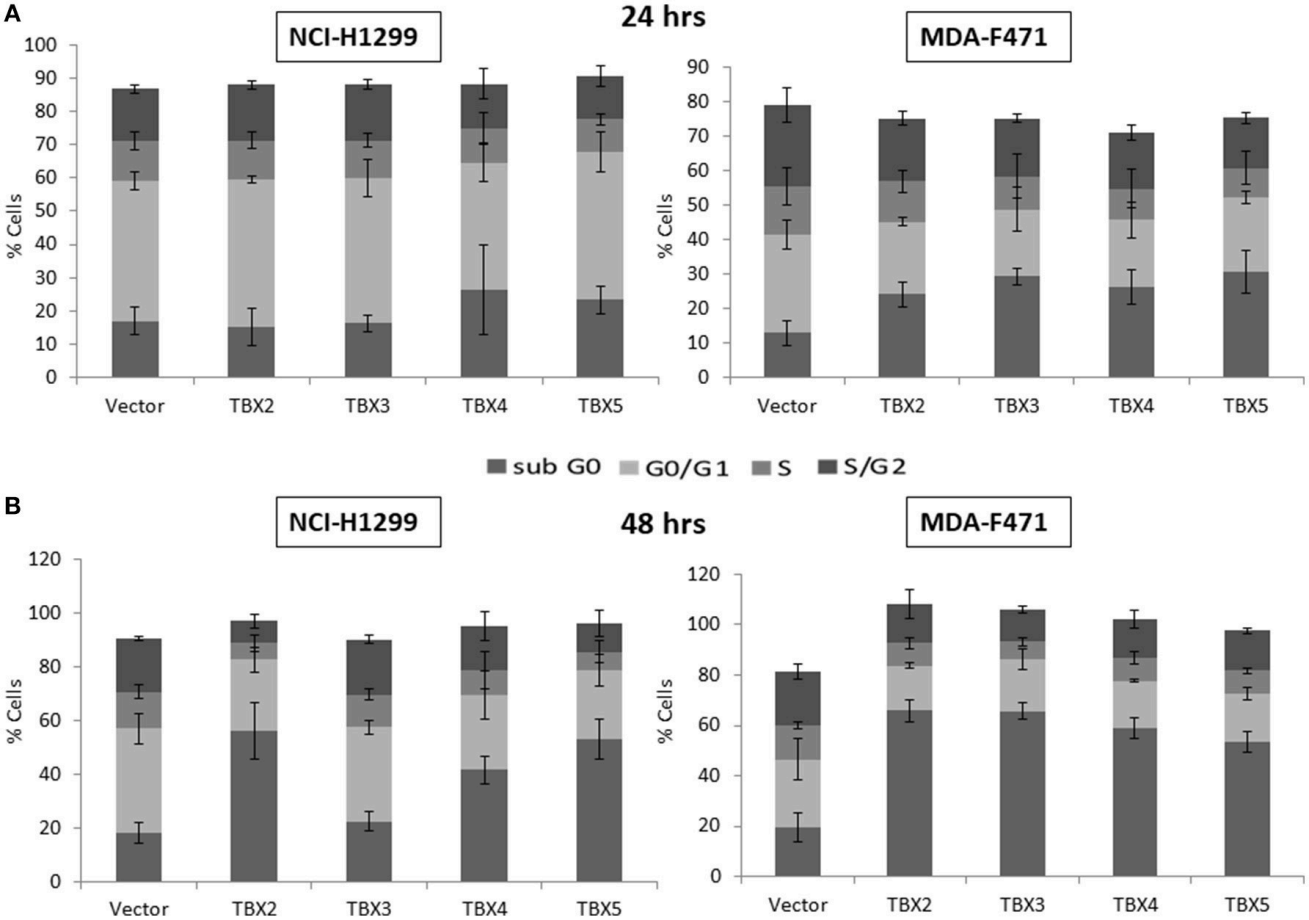
Cell cycle analysis of NCI-H1299 and MDA-F471 cells overexpressing TBX's. NCI-H1299 and MDA-F471 cells were transiently transfected with each TBX2 subfamily member encoding plasmid independently. After subsequent culture for 24 **(A)** and 48 h **(B)**, cells were stained with propidium iodide PI and analyzed for DNA content by flow cytometry. The cell cycle arrests at sub-G0 phase as a result of this transfection. Results are representative of three separate experiments. Percentage of cells in each phase (subG0, G0/G1, S, or G2/M) are presented. Data represent the mean ± SD.

### Genes associated with TBX'S overexpression

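Of the Ensembl genes in the count table, more than 5 counts in at least 10 of the 18 libraries were found for 15576, and for 15846 genes when 9 libraries were enough. A symbol was found for 15186 of the tested genes (97.5%). A stricter minimum of 10 counts in every library left 11661 genes.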

Pre-filtering genes with low counts across all settings (Controls; *TBX2, 3, 4, 5*) yielded 13,716 unique genes from the RNA-seq platform, which were kept for subsequent analysis. To investigate differentially expressed genes (DEGs) from the genome-wide transcriptional profiling, we analyzed each of the TBXs transfected cells separately compared to NCI-H1299 controls. The results showed a significant number of unique and overlapping DEGs, at a false-discovery rate (FDR_ threshold of 10%, across all settings (Supplementary Figures 5A,B). 

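In separate fits against the 6 control libraries, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave an adjusted p under 0.1 for 5079 genes with TBX2, of which 2651 were up-regulated and 2428 down-regulated. TBX3 had 1319 up-regulated and 997 down-regulated genes. TBX4 had 1086 and 945, and TBX5 had 1021 and 954. The median absolute log2 fold change of the DEGs was 0.38, 0.31, 0.31 and 0.35 for TBX2, TBX3, TBX4 and TBX5, against a median standard error of 0.11 to 0.13 over all tested genes. An absolute log2 fold change of at least 1 was reached by 455, 87, 151 and 176 of the DEGs in the same order. Over all tested genes, whether DEGs or not, the 3 TBX libraries lay beyond all 6 controls for 24.5%, 14.6%, 12.6% and 14.0%, where chance gives 2.38%. At least 1 TBX changed 6894 genes. Of these, 3956 changed in 1 contrast. Scaling by library totals in place of TMM gave 35 DEGs with TBX3 and 2808 with TBX4, of which 2775 were up-regulated. Under it, the median log2 fold change of all tested genes moved to -0.08 with TBX3, 0.25 with TBX4 and -0.31 with TBX5. DESeq2 with separate fits gave 4063, 1750, 1361 and 1357 DEGs for TBX2, TBX3, TBX4 and TBX5. With the replicate letter as a block, the counts were 4739, 2364, 1691 and 1874. Libraries of the same letter did not deviate together from their group means, with a mean correlation of 0.00122 against -0.000573 between letters. With each library left out in turn, the number of DEGs ranged from 4099 to 4911 for TBX2, from 1545 to 2261 for TBX3, from 1223 to 2249 for TBX4 and from 1067 to 1835 for TBX5.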

Interestingly, our analysis pinpointed a common molecular signature triggered by all four T-box members. This ensemble of DEGs is constituted of 112 up-regulated and 163 down-regulated genes (Supplementary Figure 6). 

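Under edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 189 genes were up-regulated and 193 down-regulated by all 4 TBXs. Independent contrasts would give 1.03 and 0.578 such genes, but every contrast here shares its controls. With TBX2 and TBX4 compared with one kind of control and TBX3 and TBX5 with the other, 95 genes were up-regulated and 79 down-regulated by all 4, and with the controls swapped, 79 and 100. DESeq2 with separate fits gave 104 up-regulated and 150 down-regulated genes, of which 104 and 141 were also found by edgeR. Scaling by library totals moved the set most, to 5 up-regulated genes. Of the 275 genes in Supplementary Table 2, 268 were matched by symbol, and all 268 changed in the listed direction in all 4 contrasts. All 109 matched up-regulated genes and 146 of the 159 matched down-regulated genes reached an adjusted p under 0.1 in all 4 contrasts of edgeR's test. Of all matched genes, this number was 174 with EV controls alone, 164 with Ctl controls alone and 2 by library totals. It was 241 with DESeq2 in separate fits and 216 with DESeq2 in 1 fit. Adjusted over the matched genes alone, all but 1 did, which shows no stability because the list comes from these libraries. The largest mean log2 fold changes among the common up-regulated genes belonged to TBX4, H3C9P and FOSB. TBX4 itself had 6 to 19 counts in the TBX2, TBX3 and TBX5 libraries. H3C9P, a histone pseudogene on chromosome 6 from 26322104 to 26322520 of GRCh37, had 4.98 ± 1.60 with TBX2, 2.71 ± 1.22 with TBX3, 4.34 ± 0.742 with TBX4 and 4.63 ± 2.303 with TBX5 (SD, n = 3 each), in CPM, against 0.170 ± 0.154 CPM (SD, n = 6) in the controls, a level below 3 counts on average. FOSB had log2 fold changes of 3.51, 2.22, 3.33 and 2.84 (standard errors 0.21 to 0.29). The largest decreases belonged to CYP24A1 (-1.70, -0.75, -1.11 and -1.35), INSIG1 (-1.09, -0.38, -1.11 and -1.14) and SCD (-1.58, -0.27, -0.90 and -0.87). INSIG1 and SCD were also lower in EV than in Ctl libraries, with log2 fold changes of -0.55 and -0.45. Against EV alone, TBX3 did not lower them, with adjusted p-values of 0.513 and 0.833 from the same edgeR test. The paper states that its own 275 genes, which do not include INSIG1 or SCD, form a common molecular signature of the 4 T-box members.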

We further compared-contrasted these common genes to the Cancer Gene Census (CGC) database that handles annotations for known oncogenes and tumor suppressors (38). Out of the 275 common DEGs, only 14 overlapped with CGC (5%; 3 up and 11 down). 9/11 down-regulated genes were annotated as oncogenes/fusion (*MTOR, LASP1, AKT2, NPM1, TRIM27, RAC1, MLLT3, EIF1AX, NONO*) and 2/11 as tumor suppressors (*NF2* and *ERCC2*). 

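All 11 down-regulated genes had lower mean counts with each TBX than in the 6 controls, with log2 fold changes from -0.64 (LASP1 with TBX2) to -0.14 (NONO with TBX4). LASP1, on chromosome 17 from 37026112 to 37078023 of GRCh37, fell from 85.3 ± 3.46 CPM (SD, n = 6) in the controls to 54.6 ± 4.12 with TBX2, 74.4 ± 6.84 with TBX3, 64.01 ± 2.77 with TBX4 and 68.6 ± 2.63 with TBX5 (SD, n = 3 each). AKT2 had log2 fold changes of -0.61, -0.21, -0.40 and -0.30 and ERCC2 of -0.63, -0.20, -0.35 and -0.44 in the same order. MTOR, on chromosome 1 from 11166592 to 11322613 of GRCh37, had log2 fold changes of -0.15, -0.18, -0.16 and -0.26 (standard errors 0.05 to 0.06), with adjusted p-values of 0.0633, 0.0539, 0.0598 and 0.00525 under edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Leaving out 1 library raised the adjusted p of MTOR in edgeR's test to as much as 0.305, 0.306 and 0.195 in the TBX2, TBX3 and TBX4 contrasts. MLLT3 had log2 fold changes of -0.54, -0.31, -0.28 and -0.43, and TRIM27 of -0.31, -0.23, -0.18 and -0.32. In edgeR's quasi-likelihood test, 3 of the 11 genes missed an adjusted p of 0.1 in 1 contrast, namely RAC1 with TBX3 at -0.16 (standard error 0.06, adjusted p = 0.105), NONO with TBX4 at -0.14 (standard error 0.06, adjusted p = 0.135) and NF2 with TBX4 at -0.14 (standard error 0.05, adjusted p = 0.103). The annotation used here, which is not the one used for counting, holds 49 numbered pseudogenes of NPM1 and 9 of RAC1. How reads shared with these affect the counts was not examined. NPM1 had log2 fold changes of -0.35, -0.25, -0.18 and -0.25, and EIF1AX of -0.20, -0.14, -0.14 and -0.16. With 1 library left out, the adjusted p in edgeR's test reached 0.243 for NPM1 and 0.287 for TRIM27 in the TBX4 contrast. That of EIF1AX reached 0.274, 0.245 and 0.212 with TBX3, TBX4 and TBX5. By library totals, MTOR, NPM1, TRIM27, RAC1, EIF1AX, NONO and NF2 were higher with TBX4, by log2 fold changes of 0.03 to 0.13. The median of all tested genes with TBX4 was then 0.25, above each of these. Of the 14 genes in the Cancer Gene Census, 11 reached an adjusted p under 0.1 in all 4 contrasts of edgeR's test, and 8 with EV controls alone, 4 with Ctl controls alone, 11 with DESeq2 in separate fits and 8 with DESeq2 in 1 fit.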

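CHD2, TET2 and TNFAIP3 were higher in every TBX library than in every control library. TNFAIP3, on chromosome 6 from 138188351 to 138204451 of GRCh37, changed most, from 10.6 ± 1.14 CPM (SD, n = 6) in the controls to 33.1 ± 1.58 with TBX2, 24.5 ± 1.40 with TBX3, 22.3 ± 1.30 with TBX4 and 18.9 ± 3.55 with TBX5 (SD, n = 3 each). Its log2 fold changes were 1.65, 1.23, 1.08 and 0.82 (standard errors 0.09 to 0.12), and its highest adjusted p was 0.000113, with TBX5, under edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. CHD2 had log2 fold changes of 0.62, 0.45, 0.31 and 0.32 and TET2 of 0.45, 0.32, 0.27 and 0.27 in the same order. By library totals, CHD2 and TET2 were slightly lower with TBX5 (-0.02 and -0.05). The median of all tested genes with TBX5 was then -0.31, below both. The adjusted p of TET2 with TBX5 was 0.0279 in edgeR's test and reached 0.190 when 1 library was left out.

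**Figure D2:**
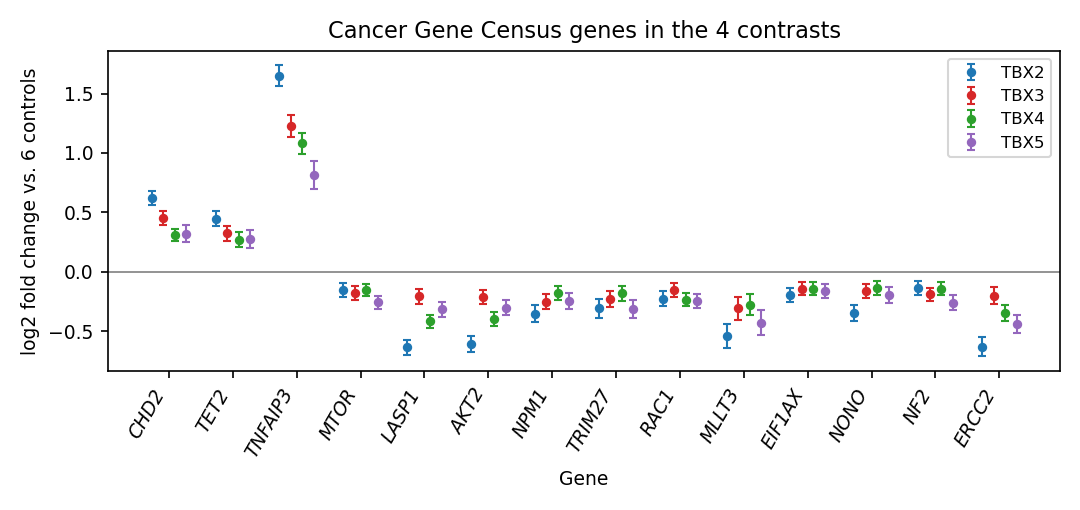
Log2 fold change against the 6 control libraries (vertical axis) of the 14 Cancer Gene Census genes (horizontal axis) in the 4 contrasts, as edgeR estimates with their standard errors. TNFAIP3 lies between 0.82 and 1.65, and the 11 down-regulated genes lie between -0.64 and -0.14.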

All three up-regulated genes (*CHD2, TET2, TNFAIP3*) were annotated as tumor suppressors. The full list of common up/down regulated genes, and corresponding annotation from CGC, is provided in Supplementary Table 2.

### Methylation/demethylation pathways are directly affected by TBXs overexpression in NCI-H1299 cells

Based on the ontology of the affected genes, we questioned their interconnectivity in global cellular pathways. We thus leveraged an unbiased bottom-up approach to unveil molecular perturbations induced by the TBX2 family members genes. We ranked all the genes according to the t-stat from each of the differential expression analysis with respect to the two considered phenotypes (TBXs vs. control). We then run a pre-ranked gene set enrichment analysis using Reactome pathways (39, 40). After filtering all highly redundant pathways, we only kept the top 25 with and FDR < 0.1 showing consistent enrichment scores across all four settings (*TBX2* vs. control, *TBX3* vs. control, *TBX4* vs. control, and *TBX5* vs. control). The results showed that most of the common pathways are down-regulated and are linked to cell cycle and DNA replication mechanisms confirming thus our microscopic and molecular data (Figure 5A). 

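Reactome gene sets were not used here. A set of 99 cell-cycle genes, those of the S and G2/M phases in the Seurat package, was scored by pre-ranked enrichment on the signed square root of edgeR's F statistic, with 10000 gene permutations. Its normalized enrichment score against the 6 controls was -2.69, -2.42, -2.48 and -2.91 for TBX2, TBX3, TBX4 and TBX5, with an adjusted permutation p of 0.000489 to 0.00049 after Benjamini-Hochberg adjustment over 30 tests, the smallest these permutations can give. The median log2 fold change of the set was -0.16, -0.09, -0.10 and -0.14, and 80, 76, 78 and 86 of the 99 genes were lower. With the replicate letter as a block, the scores were -2.65, -2.38, -2.47 and -2.93. The same set was lower in EV than in Ctl libraries, with a score of -2.77 and a median log2 fold change of -0.09. There, with 3 libraries against 3, 0 of its genes had an adjusted p under 0.1 in edgeR's test. With TBX2, TBX3, TBX4 and TBX5, 52, 14, 22 and 34 lower genes and 4, 2, 3 and 0 higher genes did. Against EV alone, the scores were -2.33, -1.52, -1.81 and -2.33, with adjusted permutation p-values of 0.000475, 0.00886, 0.00067 and 0.000475. Against Ctl alone, they were -2.86, -2.69, -2.81 and -3.08. Scaling by library totals moved the result most, to a score of 0.65 for TBX4, where the median log2 fold change of all tested genes was 0.25. The paper states that most of the pathways shared by the TBXs are down-regulated and linked to the cell cycle and DNA replication.

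**Figure D3:**
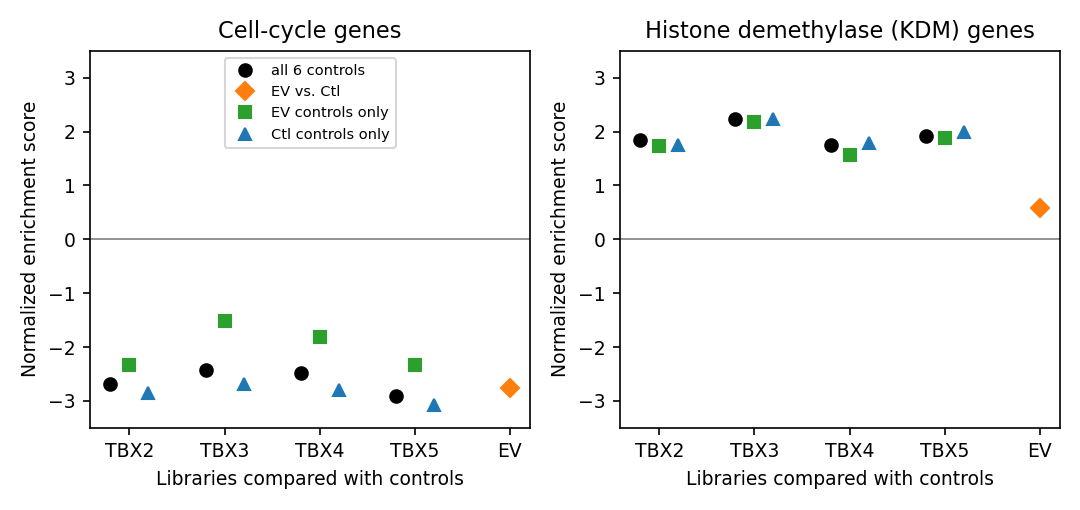
Normalized enrichment score (vertical axis) of the cell-cycle genes and the histone demethylase genes for each TBX and for EV against Ctl (horizontal axis), with symbols for all 6 controls, the 3 EV controls and the 3 Ctl controls. The EV score of the cell-cycle genes, -2.77, lies among the TBX scores (by library totals, the EV score is 0.60 and the TBX4 score 0.65). Scores rest on ranks and do not measure the size of a change. In EV against Ctl, 0 of the 99 genes had an adjusted p under 0.1 in edgeR's test. For the histone demethylase genes the EV score is 0.58.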

Interestingly, only one unique pathway “HDMs demethylate histones,” was up-regulated by all TBXs. Furthermore, we questioned the overlap between the genes from the 25 significant pathways and the list of commonly regulated genes obtained previously (Figure 5A and Supplementary Table 3). 

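A set of 23 histone demethylase genes, chosen by their KDM symbols, had 21 tested members. Its normalized enrichment score in the pre-ranked test was 1.84, 2.24, 1.76 and 1.91 for TBX2, TBX3, TBX4 and TBX5, with adjusted permutation p-values of 0.00756, 0.00199, 0.0120 and 0.00172. With the replicate letter as a block, the scores were 1.84, 2.26, 1.77 and 1.97. The numbers of higher members were 16, 14, 16 and 15, of which 10, 12, 5 and 7 had an adjusted p under 0.1 in edgeR's test. Of the lower members, 2, 0, 0 and 0 did. The set did not differ between EV and Ctl libraries (adjusted permutation p = 0.974), and against EV alone the TBX scores were 1.74, 2.18, 1.57 and 1.87. By library totals, the score of TBX5 was 1.02, where the median log2 fold change of all tested genes was -0.31.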

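Of the 52 genes in Supplementary Table 3, 51 were matched by symbol. All of these changed in the listed direction in the 4 contrasts, and 47 had an adjusted p under 0.1 in all 4 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The number was 38 with EV controls alone, 23 with Ctl controls alone, 45 with DESeq2 in separate fits and 37 with DESeq2 in 1 fit. KDM6B, on chromosome 17 from 7737535 to 7758114 of GRCh37, rose from 7.17 ± 1.54 CPM (SD, n = 6) in the controls to 15.7 ± 3.46 with TBX2, 15.4 ± 2.79 with TBX3, 13.8 ± 3.07 with TBX4 and 18.5 ± 1.99 with TBX5 (SD, n = 3 each). Its log2 fold changes were 1.13, 1.09, 0.96 and 1.39, with standard errors of 0.14 to 0.16. KDM7A, on chromosome 7 from 139784546 to 139876783 of GRCh37, rose from 4.30 ± 0.760 CPM (SD, n = 6) to 15.1 ± 2.03 with TBX2, 9.34 ± 0.129 with TBX3, 6.16 ± 0.302 with TBX4 and 7.32 ± 1.88 with TBX5 (SD, n = 3 each). The log2 fold changes of KDM7A were 1.79, 1.11, 0.52 and 0.73. Against EV alone, KDM7A with TBX4 had a log2 fold change of 0.36 and an adjusted p of 0.183 in edgeR's test. KDM4A, on chromosome 1 from 44115820 to 44171189 of GRCh37, had log2 fold changes of 0.34, 0.23, 0.24 and 0.30 (standard errors 0.07 to 0.08). Other genes overlap 48.8% of its exon bases. By library totals, its log2 fold change with TBX5 was slightly below 0, where the median of all tested genes was -0.31.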

We found that ~19% of those genes (52/275) were in common, and notably those involved in the histone demethylation pathway, like *KDM4A, KDM6B*, and *KDM7A* which are known to reverse N-methylations of histones (Figure 5B). To further establish that demethylation is an important molecular hallmark induced by the TBX2 subfamily in NCI-H1299 cells, we used a pattern matching algorithm, similar to a previously described approach in order to compare our molecular signature to an expression profiling panel from two known DNA methyltransferase inhibitors, azacitidine and decitabine (41). Our results showed that both signatures share a highly correlated set of genes (*p* < 0.01) (Figure 6A and Supplementary Table 4). This observation suggests that the anti-proliferative potential of T-boxes in NCI-H1299 is mainly a consequence of epigenetic remodeling. Validation for expression changes in selected transcripts was done using qPCR specific primers for genes involved in regulating cell cycle progression (*MTOR*), methylation (*DNMT1*, and *KDM6B*), proliferation (*AXL*), and apoptosis (*EGR1, FOS*). Data analysis indicated that the results from qPCR were consistent with the RNA sequencing data (Supplementary Figure 7).

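In the RNA-seq counts, EGR1, on chromosome 5 from 137801168 to 137804992 of GRCh37, was at 7.87 ± 3.23 CPM (SD, n = 6) in the controls and at 84.2 ± 18.3 with TBX2, 44.3 ± 9.38 with TBX3, 15.5 ± 1.10 with TBX4 and 20.2 ± 4.76 with TBX5 (SD, n = 3 each). Its log2 fold changes were 3.45, 2.51, 1.02 and 1.35 (standard errors 0.16 to 0.21). FOS had log2 fold changes of 1.40, 1.83, 1.04 and 1.25 (standard errors 0.20 to 0.27). DNMT1 had log2 fold changes of -0.25, -0.13, -0.13 and -0.20 (standard errors 0.05 to 0.06), with adjusted p-values of 0.00150, 0.140, 0.139 and 0.0252 under edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. ACTN1 had log2 fold changes of -0.25, -0.23, -0.18 and -0.16. EZH1 had log2 fold changes of -0.18, 0.11, -0.21 and -0.05 (standard errors 0.09 to 0.10), and its lowest adjusted p was 0.153 in edgeR's test. By library totals, DNMT1, ACTN1 and EZH1 were slightly higher with TBX4 (0.14, 0.09 and 0.05). The median of all tested genes with TBX4 was then 0.25, above each of these.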

**Figure 5:**
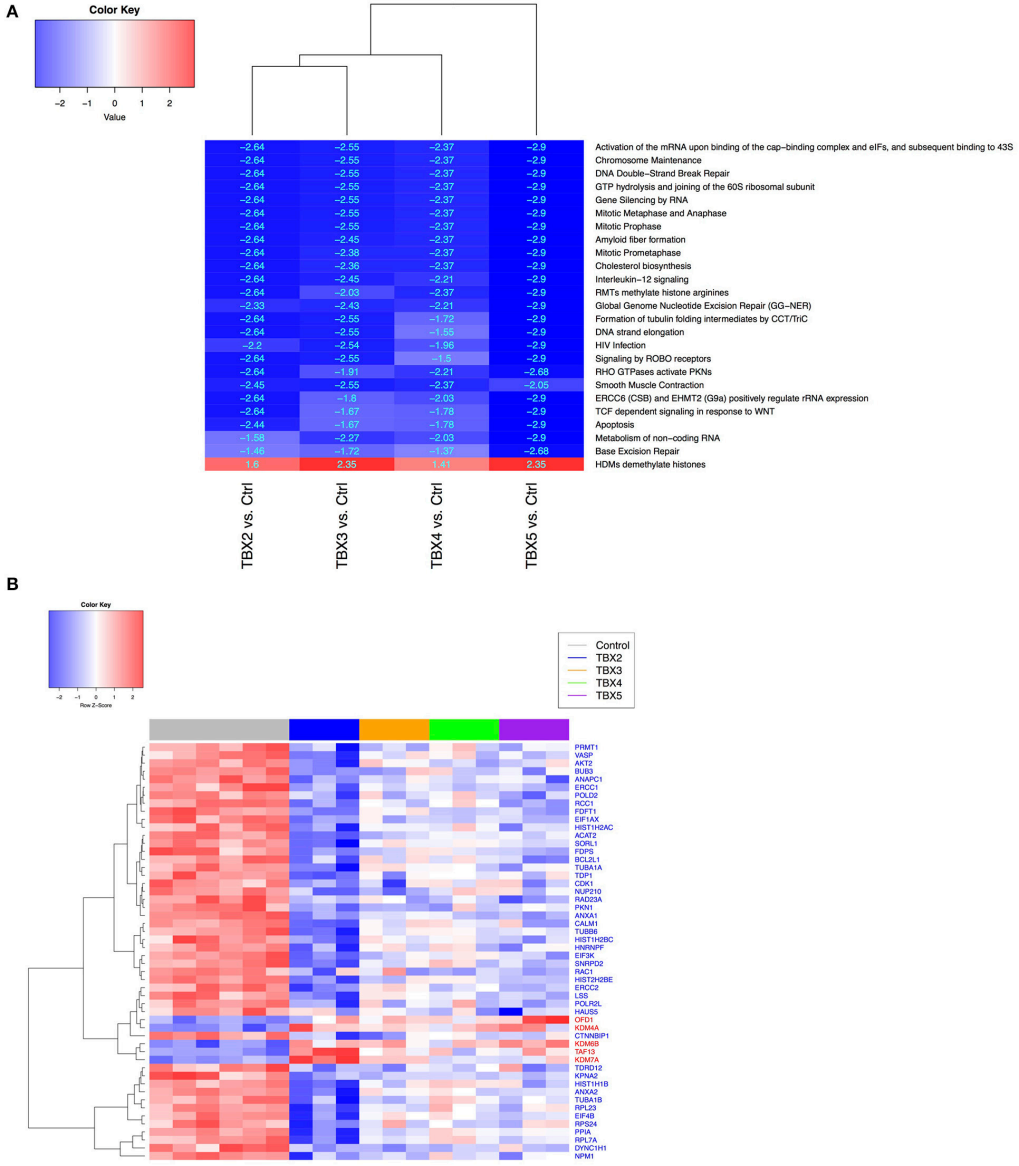
Comparison of Reactome pathways **(A)** and gene expression data **(B)** between control H1299 and TBX construct groups. **(A)** Shared and significant Reactome pathways across all contrasts (TBX2-5 vs. controls, FDR < 0.05), from the gene set enrichment analysis (GSEA). Pathway labels: red (*N* = 1 up-regulated), blue (*N* = 24 down-regulated). For each pathway, numerical values represent the signed enrichment score (ES) multiplied by the negative log10 of the corresponding *p*-value **(B)** Heatmap showing the leading-edge genes (*N* = 52), from the rank-based pathway enrichment analysis approach, extracted from **(A)** and differentially expressed in all TBX contrasts (FDR < 0.1 from DESeq analysis). Gene labels: red (*N* = 5 up-regulated), blue (*N* = 47 down-regulated).

**Figure 6:**
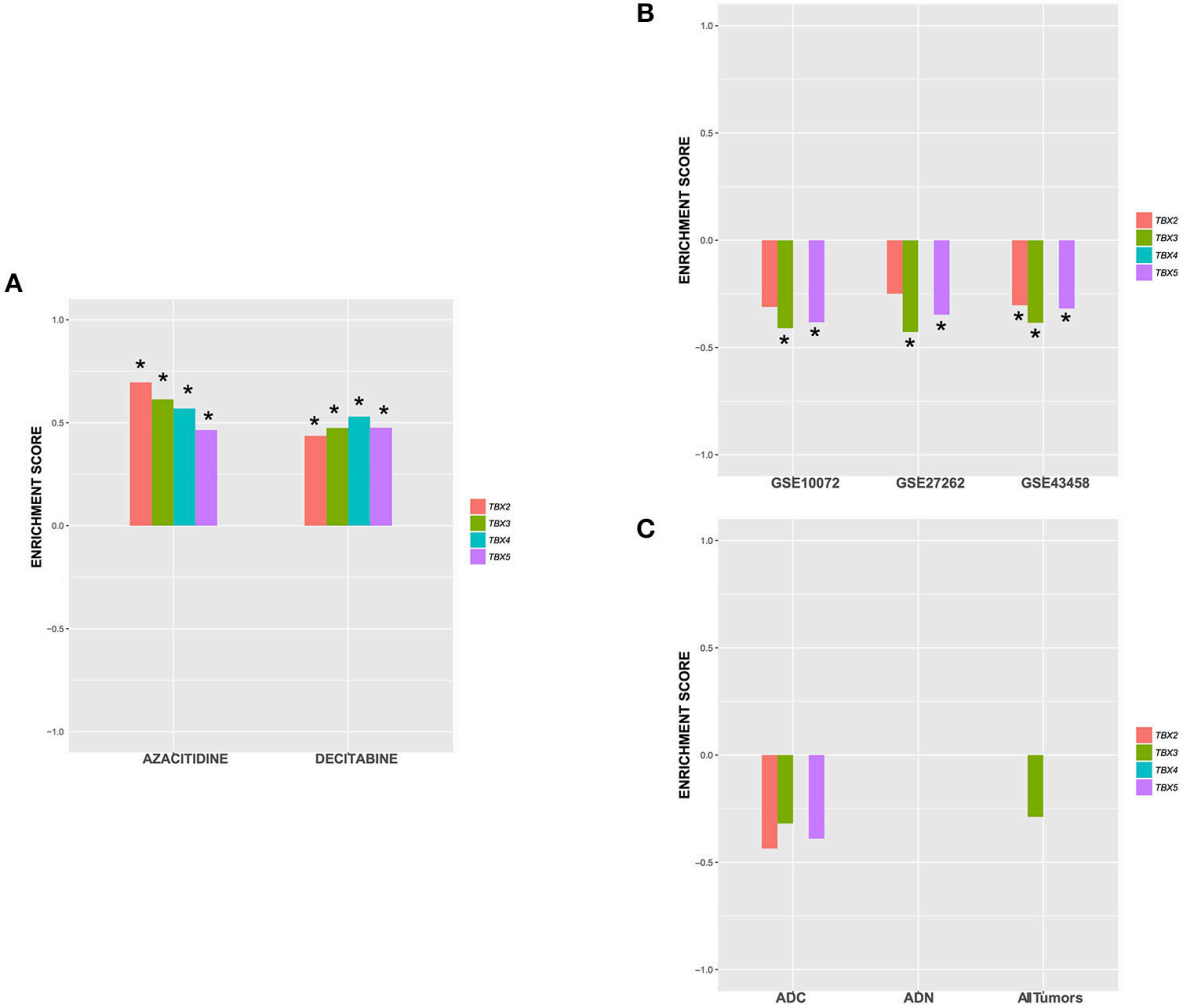
Enrichment score of the top 75up /75 down-regulated genes in all TBX settings against signatures from **(A)** NCI-H1299 cells treated with 2 demethylating agents (GSE29077), **(B)** 3 lung adenocarcinoma public datasets, and **(C)** mouse adenocarcinomas from *Gprc5a* knock-out mice. The plots show the enrichment score for each setting ∈ [−1,1]. A positive enrichment score suggests a similar mechanism of action while a negative one would suggest an opposite/dissimilar molecular perturbation. *Significance level (*p* < 0.05). ADC, adenocarcinoma; AND, adenoma.

### The *in vitro* TBX overexpressed molecular signature is highly anti-correlated to that of the *in vivo* lung adenocarcinoma

Based on our previous findings, we hypothesized that overexpression of TBX2 family members in lung cancer would restore a “normal” pulmonary cellular milieu. We thus compared our ranked list of differentially expressed genes *in vitro* to gene expression profiling of lung adenocarcinomas and normal lung tissue from three clinical cohorts GSE43458, GSE27262, GSE10072 using the same pattern matching algorithm as described previously (Figure 6B). Our results showed that signatures from *TBX3* and *TBX5* are significantly anti-correlated with lung adenocarcinoma signatures from patients (*p* < 0.05). Interestingly, the *TBX2* signature is the least significant while that of *TBX4* exhibits no changes across all settings (Figure 6B, and Supplementary Table 5). The inhibition of growth, proliferation and cell cycle progression might be considered as the molecular events associated with the cytotoxic activities and epigenetic modifications' effect of the four members of the *TBX2* subfamily in the mouse cells as in the human cells. To test this hypothesis, we used the same anti-correlation bioinformatics approach on the RNA datasets generated from the *Gprc5a* nicotine-induced lung cancer model. Interestingly, only gene signatures from mouse adenocarcinomas were anti-correlated with TBX's induced signatures (Figure 6C). Enrichment scores were negative but not significant with *TBX4* falling apart, and *TBX2* scoring the best followed by *TBX3* and *TBX5* (Figure 6C and Supplementary Table 6).

## Discussion

The T-box family of transcription factors exhibits an evolutionary conserved pattern across mammalian species. In humans, several mutations in the T-box DNA binding domain is associated with developmental defects, and recent evidence from our lab showed that *TBX2 s*ubfamily (*TBXs 2, 3, 4*, and *5*) was significantly repressed in NSCLC, which warranted further investigation in lung cancer (26). Curing the most fatal cancer in the world and finding novel, personalized, and/or combined therapies is still the most challenging goal in this area. This is why we interrogated the potential use of TBXs as tumor suppressor proteins in order to unravel novel mechanisms that could be therapeutically targeted. We investigated the extent to which overexpressing these transcription factors would abrogate cell proliferation in NCI-H1299 lung adenocarcinoma cell line. Our bioinformatics' analyses concurred with phenotypic screening and showed a significant decrease in cell cycle pathways. Interestingly, molecular signatures from TBXs resembled gene signatures induced by hypomethylating agents, which further support the potential use of epigenetic therapy in lung adenocarcinoma.

The first paradigm in our data was the proof that most lung cancer cell lines do not express significant amount of TBX2-5 mRNA and/or protein. Not only we confirmed the consistent suppression of expression of all 4 genes in all tested lung cancer lines, but we provided a proof of their robust expression in normal lung adult tissues. Interestingly, this expression at least for TBX2 as evidenced by immunostaining is not only restricted to mesenchymal cells, but also extends toward most of the cells including the epithelial cells of the bronchi. We thus consolidated our previous findings by providing indirect evidence that the downregulation of *TBX2-5* in LUADs is not due to the expansion of negatively expressing TBX cells but is rather due to a cell-autonomous regulated mechanism, and thus the TBX2 family signature could be a reliable testing biomarker for LUADs. While this downregulation is still to be tested in conditional knock-out models of *Tbx2-5* in order to confirm its sufficiency in developing spontaneous or nicotine-induced LUADs, the results of our transient gain of function experiments show that these transcription factors can function independently to stop the progression of lung cancer. By inhibiting cell proliferation and inducing apoptosis, we postulate that all 4 members converge independently into a common pathway that would inhibit lung cancer progression as opposed to their role in expanding the lung cell lineage pool in early pulmonary development and subsequent morphogenesis. This apparent contradiction finding is however corroborated by recent studies in different cancer cell lines, including non-small cell lung carcinoma (NSCLC) cell lines where overexpression of TBX5 was shown to suppress cell proliferation, colony formation, and invasion and to induce apoptosis (42). While no studies have previously been published in other cancer cell lines for transient overexpression of *TBX4* and *5*, numerous studies have shown that transient overexpression of *TBX2* or *TBX3* does specifically affect senescence by targeting the tumor suppressor gene *CDKN1A* and *B*, and *CDKN2A* (19, 43). Our results show a very slight activation of the latter genes but was not significant enough to rank these factors amongst the top deregulated genes, as contrasted to the major suppressive effect underscored on genes implicated in cell proliferation. 

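CDKN1A, on chromosome 6 from 36644237 to 36655114 of GRCh37, had 14.9 ± 3.10 CPM (SD, n = 6) in the controls and 19.6 ± 0.487 with TBX2, 17.2 ± 2.44 with TBX3, 21.0 ± 3.02 with TBX4 and 27.0 ± 5.41 with TBX5 (SD, n = 3 each). Its log2 fold changes were 0.39, 0.21, 0.50 and 0.82 (standard errors 0.12 to 0.14), with adjusted p-values of 0.0250, 0.346, 0.00827 and 0.000779 under edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. CDKN1A was also higher in EV than in Ctl libraries, with a log2 fold change of 0.53 and an adjusted p of 0.0171 in edgeR's test. Against EV alone, its log2 fold changes were 0.16, -0.03, 0.26 and 0.58, and TBX5 was the only contrast with an adjusted p under 0.1 in edgeR's test, at 0.00954. CDKN1B had log2 fold changes of 0.14, 0.23, 0.03 and 0.03. Its adjusted p with TBX3 was 0.0850 in edgeR's test and reached 0.305 when 1 library was left out. CDKN2A had log2 fold changes of -0.35, -0.08, -0.19 and -0.33, with adjusted p-values of 0.0138, 0.636, 0.168 and 0.0372 under edgeR's test. Other genes overlap 15.3% of the exon bases of CDKN2A.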

One potential explanation might be linked to the cellular context, i.e., the NCI-H1299 lung cancer cell line we utilized is p53 defective. However, our unpublished results in other lung cancer cell lines, and the results obtained by overexpressing *TBX5* in A549 and NCI-H596 cells by Ma et al. do not support this hypothesis (42). Indeed, our RNAseq approach is the first documented unbiased approach to assess the role of *TBX2-5* in a cancer setting as opposed to previous studies were “a priori” and specific knowledge were utilized. It helped thus in studying the global effect of these genes while detecting a common altered top-ranked genes' set which anti-correlated with that of LUADs datasets we previously used to confirm a suppression in the 4 *TBX* genes in adenocarcinoma. Moreover, this detected set of top deregulated genes anti-correlated with our documented *Gprc5a*^−/−^ murine model of nicotine-induced lung adenocarcinoma, suggesting not only a tumor-suppression potency linked to the expression of these TBX genes but also a tumor malignancy reversal gene switch. What makes the data more challenging is the striking similarity between all TBX family members as highlighted by the pre-ranked gene set enrichment analysis we did using the Reactome pathways which showed a marked inhibition for numerous paths linked to cell proliferation, chromosome maintenance, and apoptosis.

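Across genes, Pearson's r between the log2 fold changes of a pair of TBX contrasts ranged from 0.41 (TBX3 and TBX5) to 0.60 (TBX4 and TBX5), with a median of 0.463 over the 6 pairs. The median of Spearman's rho was 0.482. Genes are not independent replicates, and every pair shares the 6 controls, which by itself correlates the contrasts. When one TBX was compared with Ctl and the other with EV, so that no control was shared, the median r was 0.325. The log2 fold changes had the same sign for 63.6% to 72.2% of the genes.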

The second paradigm of the analysis was the finding of only one commonly activated pathway that involve the histone demethylases. This activation is also congruent with the downregulation of the RMTs and thus could be the key to explain most of the downstream effects.

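The 8 tested members of a set of 9 PRMT genes had normalized enrichment scores of -1.52, -1.56, -1.19 and -1.62 with TBX2, TBX3, TBX4 and TBX5 against the 6 controls. This family was chosen by symbol and is not the Reactome set of the paper, whose common genes include the histone gene HIST1H2AC. The adjusted permutation p-values were 0.0611, 0.0486, 0.291 and 0.0302. The camera test gave adjusted p-values of 0.0977, 0.123, 0.245 and 0.0739. With the replicate letter as a block, the scores were -1.53, -1.54, -1.22 and -1.59. By library totals, the score of TBX4 was 0.51, where the median log2 fold change of all tested genes was 0.25. From the activated histone demethylases and the down-regulated arginine methyltransferases, the paper proposes a key to most of the downstream effects.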

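PRMT1, on chromosome 19 from 50179043 to 50192286 of GRCh37, had 87.6 ± 5.56 CPM (SD, n = 6) in the controls and 64.2 ± 10.2 with TBX2, 69.0 ± 3.31 with TBX3, 76.7 ± 6.21 with TBX4 and 71.3 ± 4.86 with TBX5 (SD, n = 3 each). The log2 fold changes were -0.44, -0.35, -0.20 and -0.31 (standard errors 0.06 to 0.08), with adjusted p-values of 0.000286, 0.000689, 0.0529 and 0.00626 under edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With 1 library left out, the adjusted p of PRMT1 in the TBX4 contrast reached 0.306 in edgeR's test. By library totals, the log2 fold change of PRMT1 with TBX4 was 0.06, below the median of 0.25 over all tested genes.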

Activation of the main histone-demethylases *KDM4A, KDM6B*, and *KDM7A* coupled to the repression of some protein arginine methyltransferases encoding genes like *PRMT1* by all TBX2 proteins suggested that these events proceed all other related or unrelated events like cell proliferation and apoptosis. Although we do not exclude that each TBX gene has a unique signature and might exert its effect independently as per our analysis of the top-ranked genes in each setting alone (Supplementary Figure 5), we do believe that the methylation/demethylation pathway is a plausible gating channel for all other events. 

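The difference between TBXs was tested in 1 edgeR fit of all 18 libraries. The 4 TBX groups differed in 3536 of the tested genes at an adjusted p under 0.1 from edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment. Of the 382 genes changed the same way by all 4 TBXs, 159 were among them. TBX2 and TBX3 differed in 2417 genes, TBX2 and TBX4 in 1911, TBX2 and TBX5 in 1890, TBX3 and TBX4 in 1553, and TBX3 and TBX5 in 1154. TBX4 and TBX5 differed in 84 genes, of which 17 were higher with TBX4. The total for this pair was 17 without TBX5 replicate c and 154 without a filter on low counts. TBX2 and TBX4 differed in 1180 genes without TBX4 replicate b, and TBX3 and TBX4 in 857 without TBX3 replicate b. By library totals, the first 5 pairs differed in 164, 76, 415, 110 and 34 genes in the same order, and TBX4 and TBX5 differed in 6534 genes, of which 6522 were higher with TBX4. Against the controls, that scaling moved the median log2 fold change of all tested genes to 0.25 with TBX4 and -0.31 with TBX5.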

The reasoning underlying this statement stems from the following observations: 1- The T-box domain potency to directly interact with some histone methylases and demethylases (44); 2- The sufficiency of the T-box domain of *TBX2* to directly bind to the H3 Histone and recognize mitotic chromatin (45). While the latter observation would explain how these T-box proteins can directly bind to their targets and activate or repress transcription in a high-mitotic indexed milieu, the former does provide explanation of how global demethylation could be restored by repressing the expression and activities of PRMTs and inducing the expressing and enhancing the activities of KDMs. In that regard, *TBX21* was the first T-box family member to be dissected toward its potential interaction with epigenetic modulators (46, 47). The documented results underscore the importance of two highly conserved regions with the T-box DNA binding domain to physically interact with both the *NCOR2* methyl-transferase and *KDM6B* dimethyl transferase (48). The molar distribution of such keys proteins at a given time during development and/or in a cellular pathological condition will thus dictate the output of the interaction by means of evaluating the transcriptional activity of TBX21. Interestingly, the amino acids implicated in the docking mainly to the demethylase moiety are highly conserved between members of the T-box family of genes. A recent survey of the mutations occurring within the T-box domain in those *TBX* genes known to cause the different genetic syndromes did show that they abrogate either the interaction with the known methyl or dimethyl transferases (47). However, the direct supporting evidence to our data came from a study that showed using a newly described screening system that *TBX5* is one of few transcription factors that induce binding site-directed DNA demethylation (49). These findings coupled to the global methylation process that underscores all lung cancer subtypes and mainly the nicotine-induced types will thus potentially position the effect of the for *TBX* genes in the pathway that includes demethylating agent in clinical trials like 5-AZA (50, 51). Indeed, our top ranked genes and gene signature were significantly correlated with those derived from the NCI-H1299 cells treated with azacitidine and decitabine. 

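AXL, on chromosome 19 from 41725128 to 41767671 of GRCh37, was lower in every TBX library than in every control library. It had 542 ± 23.2 CPM (SD, n = 6) in the controls and 296 ± 10.3 with TBX2, 373 ± 22.8 with TBX3, 356 ± 14.9 with TBX4 and 345 ± 28.6 with TBX5 (SD, n = 3 each). The log2 fold changes of AXL were -0.87, -0.54, -0.61 and -0.65 (standard errors 0.06 to 0.06), with adjusted p-values of 7.67e-10, 2.70e-06, 4.01e-08 and 4.68e-07 under edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.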

While we don't exclude other pathways like those linked to the immune-therapy like *AXL* downregulation (52), to be of equal importance to the methylation/demethylation pathway, we are confident that those additional pathways would be linked to individual TBX2 family members rather than being shared as per our analysis of gene and pathway enrichments (Supplementary Figure 5).

## Conclusion

Our results are the first to shed lights on the role of TBX2 family members in lung tumor suppression and epigenetic remodeling in NSCLC. The four members of this family were able to suppress cell cycle progression through regulating the methylation /demethylation process which in turn influence the expression of the downstream genes that are implicated in cancer development and progression. Reactivation of TBX2 subfamily in LUAD could thus represent a major and specific therapeutic avenue for reversing the molecular profile in lung tumor.

## Availability of data and materials

All data are available for the scientific community, including raw genetic RNAseq data would be uploaded to the Gene Expression Omnibus (GEO).

## Author contributions

AK and BD did the experimental work and participated in the analysis of the results. NE-H did the analysis and interpretation of the RNAseq data. FB, AK, and GN interpreted the histological findings. JK, AS, JF, and HK did the initial work on the mice Gprc5α knockout. AK, NE-H, and GN wrote the paper draft, and all authors contributed to the analysis of the results, interpretation of the data, and final write up of the paper. GN, wrote, and secured funding for the project.

### Conflict of interest statement

AS is a founder and consultant of Allegro Diagnostics, Inc. and is a consultant for Veracyte, Inc. and Janssen Pharmaceuticals. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Transcriptomic Alterations in Lung Adenocarcinoma Unveil New Mechanisms Targeted by the TBX2 Subfamily of Tumor Suppressor Genes
**Source:** Front Oncol. 2018 Oct 30;8:482. doi: 10.3389/fonc.2018.00482

A.

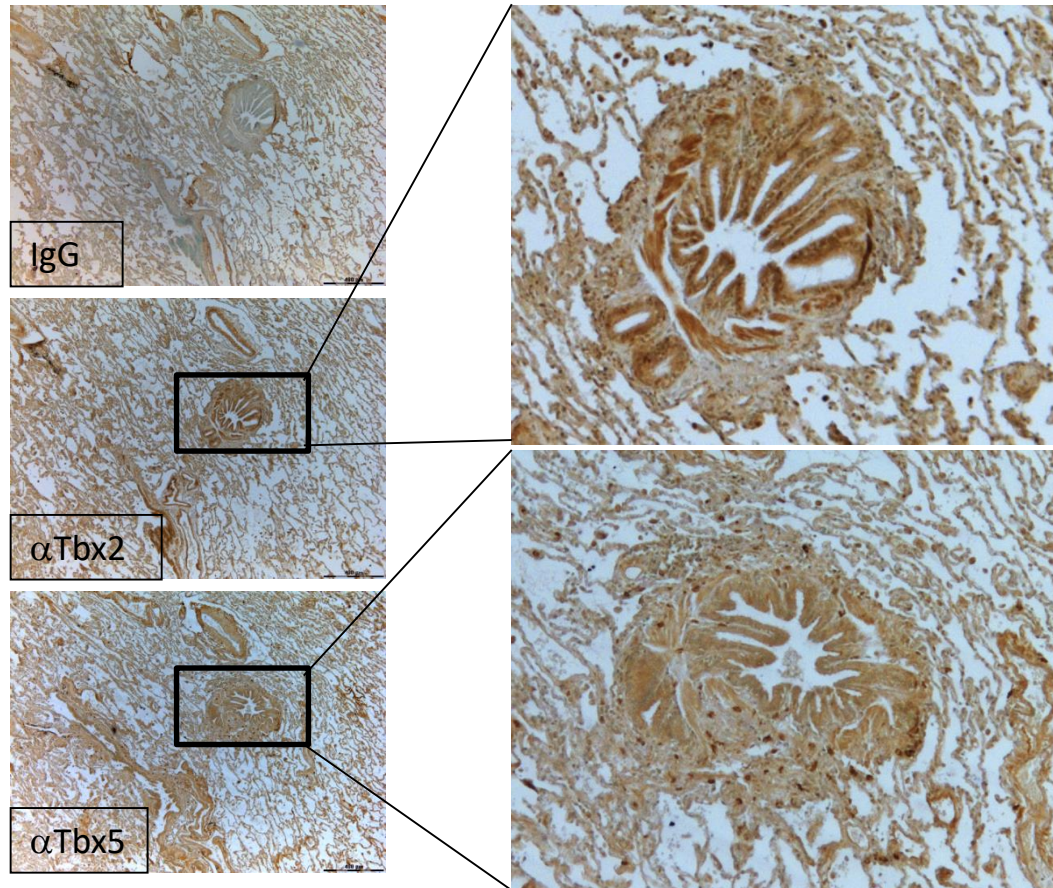

B.

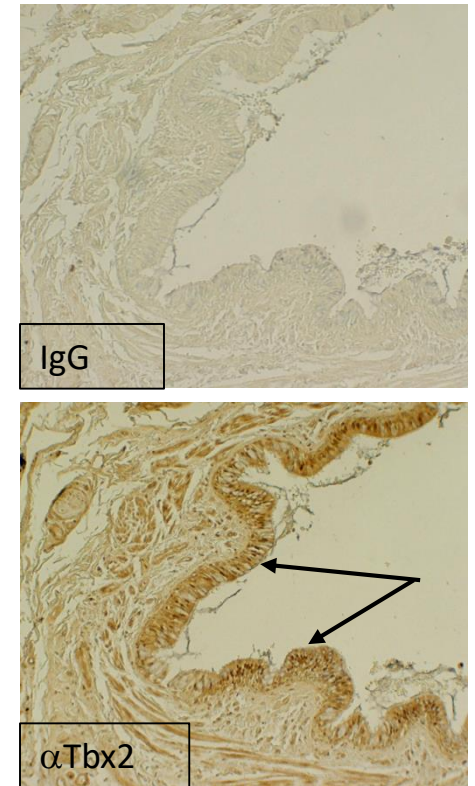

A.

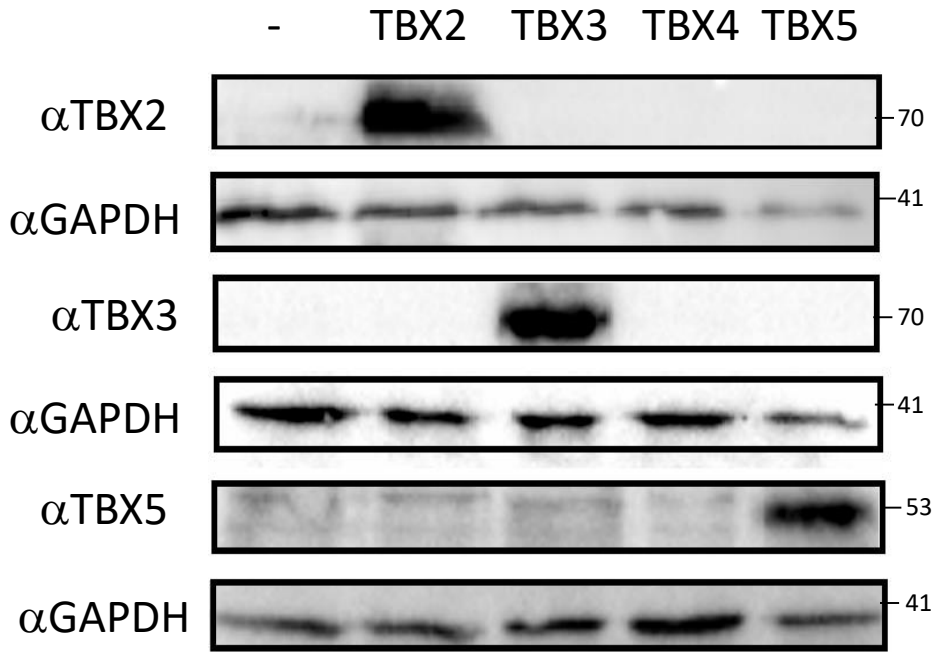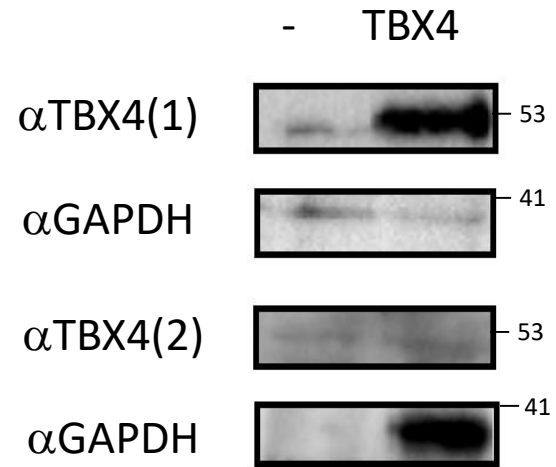

B.

Over-expressed vector

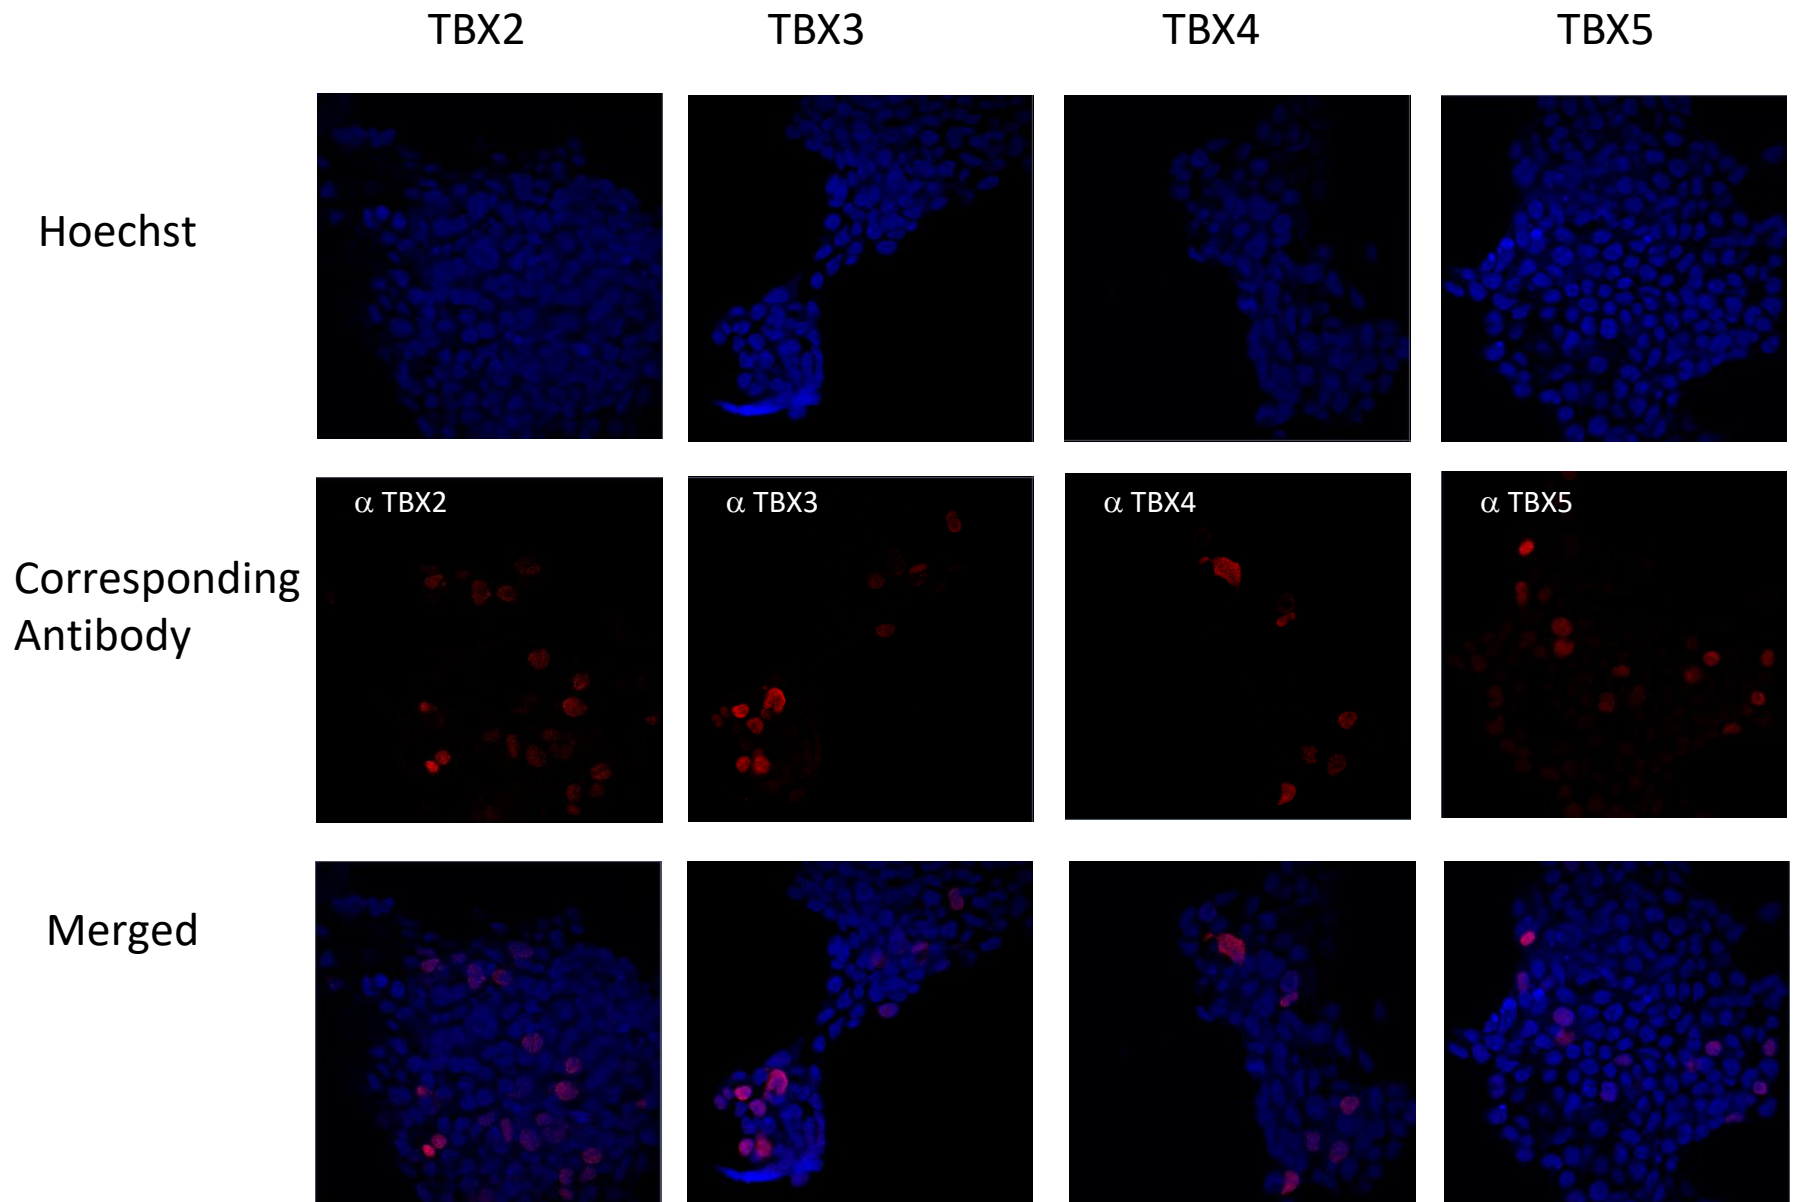

A.

Lipo2000

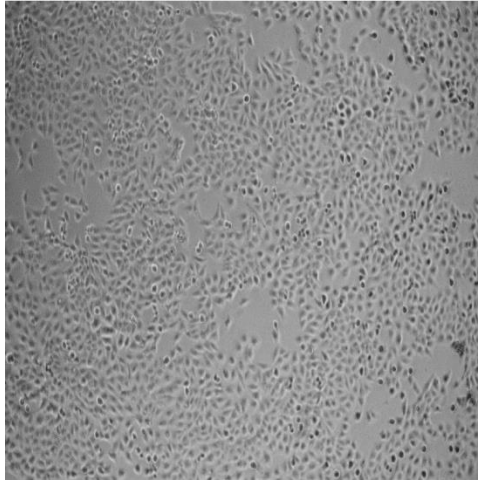

Empty vector

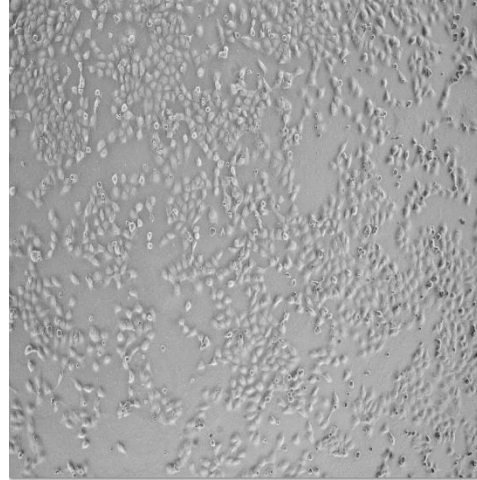

TBX2

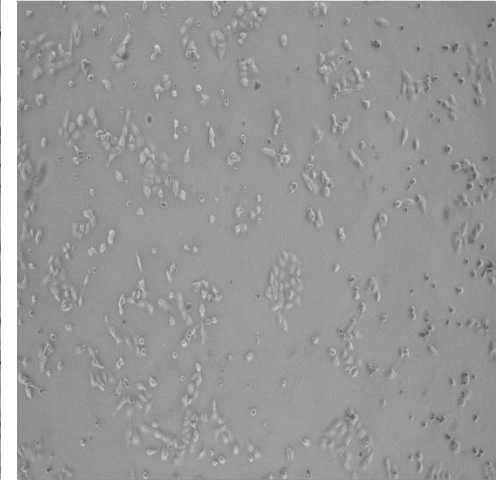

TBX3

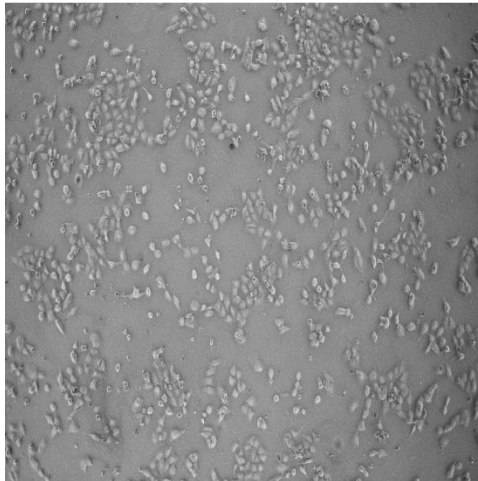

TBX4

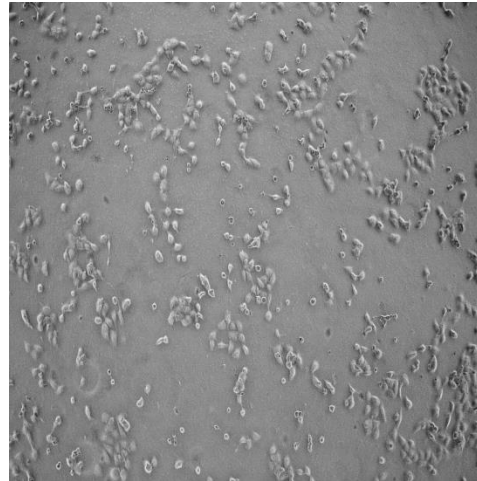

TBX5

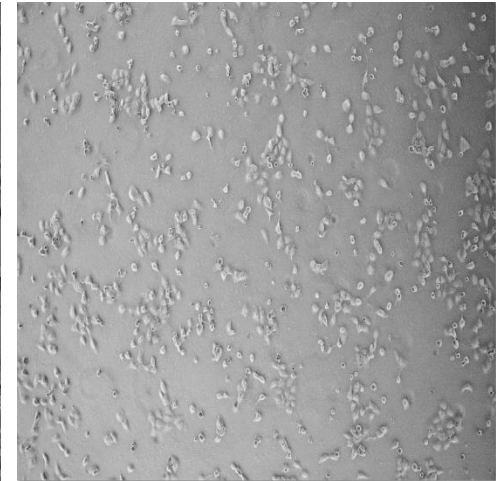

B.

Over-expressed vector

Hoechst

 $\alpha$ Ki-67 $\alpha$  HA/Flag

Merged

TBX2

TBX3

TBX4

TBX5

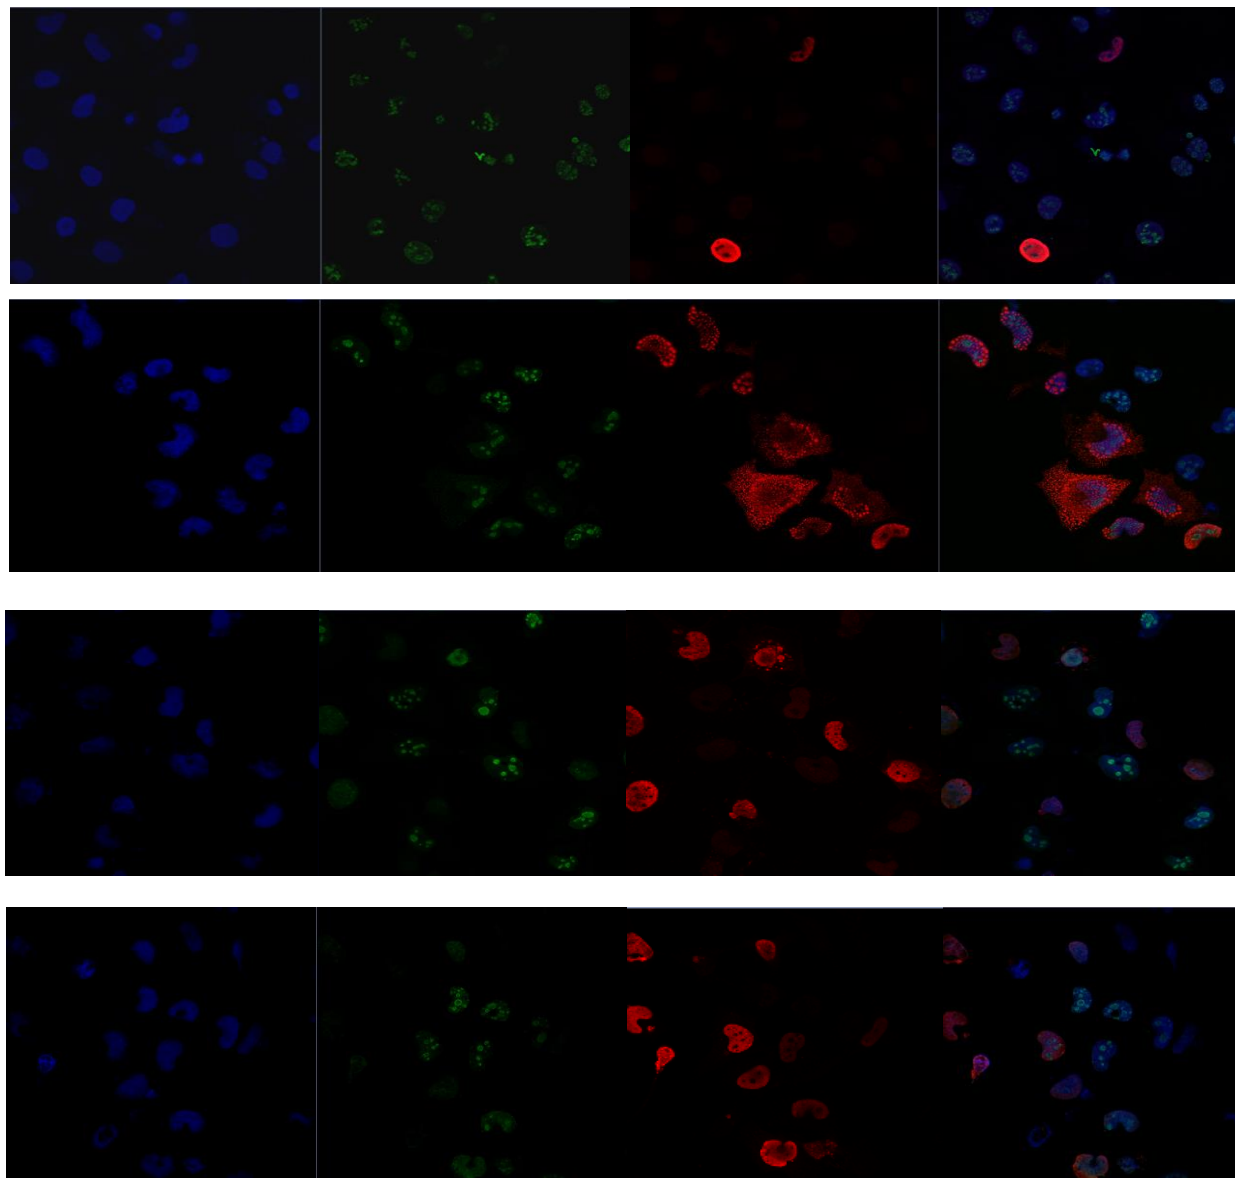

NCI-H1299  
controls /or  
empty vector

+ TBX2

+ TBX3

+ TBX4

+ Tbx5

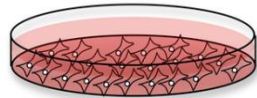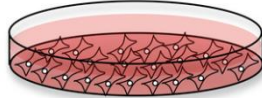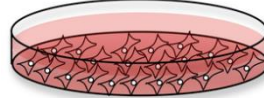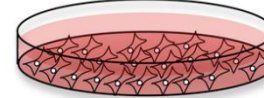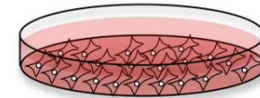

Transcriptomic profiling (Bulk RNA-seq)

Differential gene expression (TBX2/3/4/5 vs. controls)

Pre-ranked gene set  
enrichment analysis  
(Reactome pathways)

Pattern matching and  
connectivity score against  
GEO lung adenocarcinoma  
datasets

A.

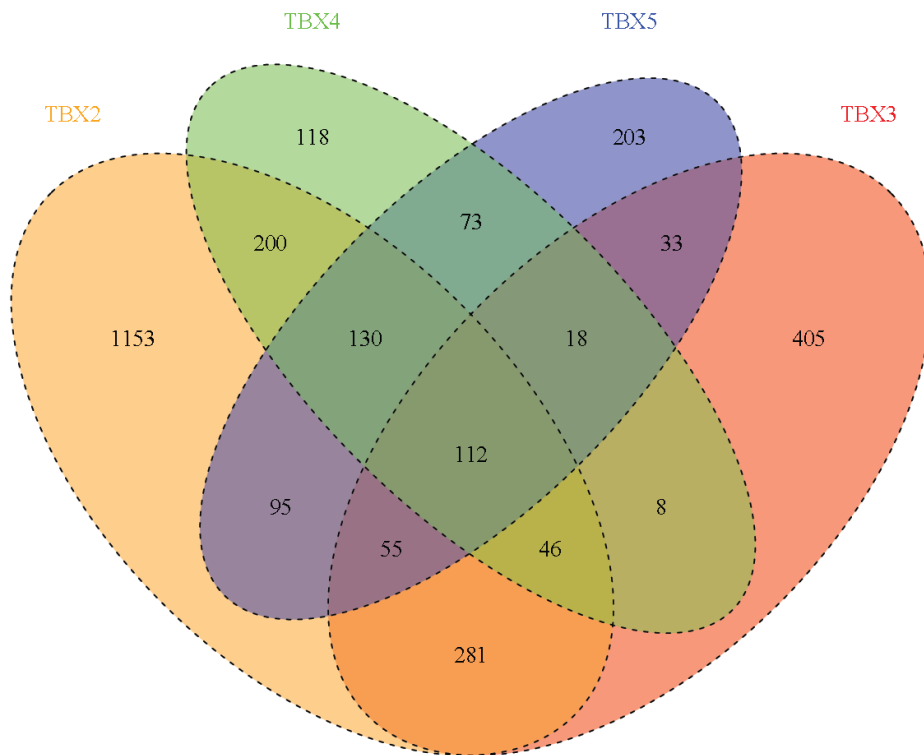

B.

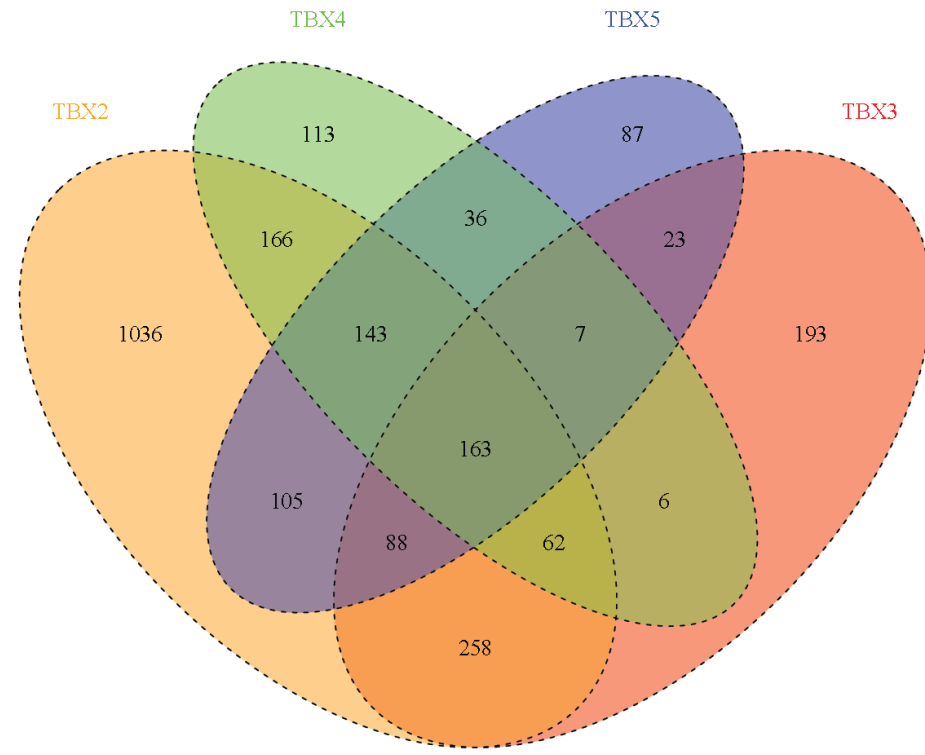

Color Key

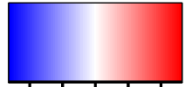

-2 0 2

Row Z-Score

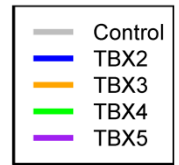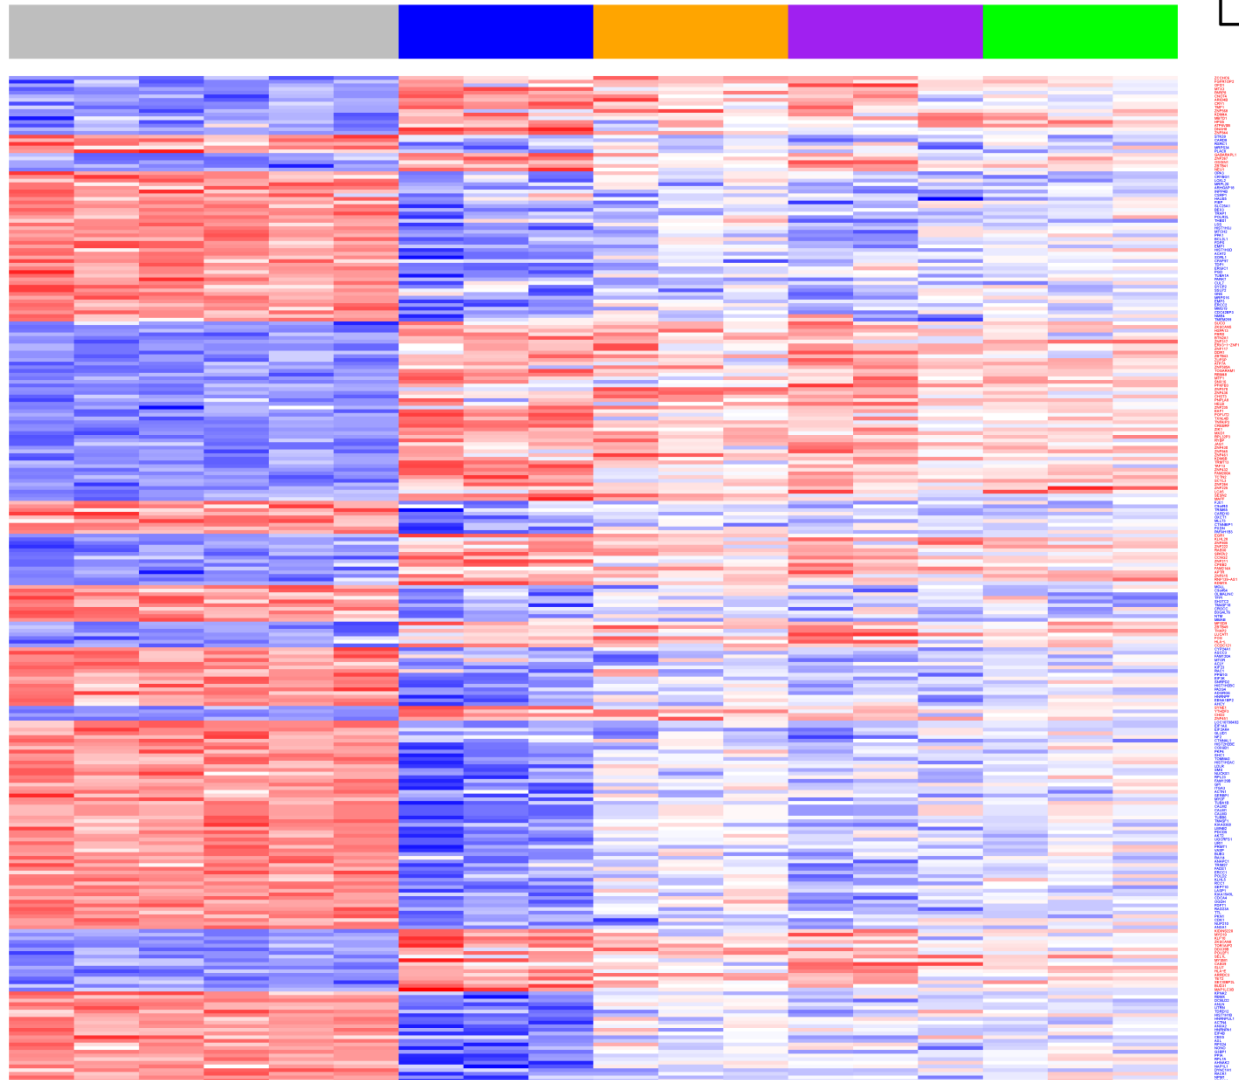

**Supplementary Figure 7**

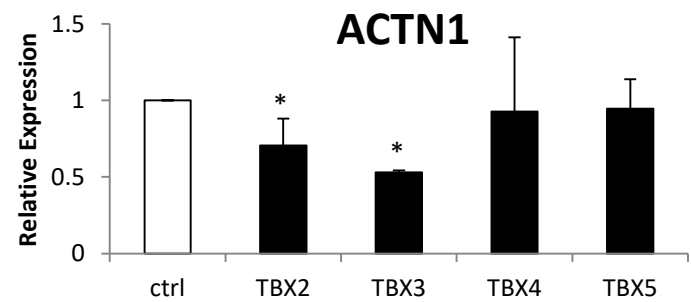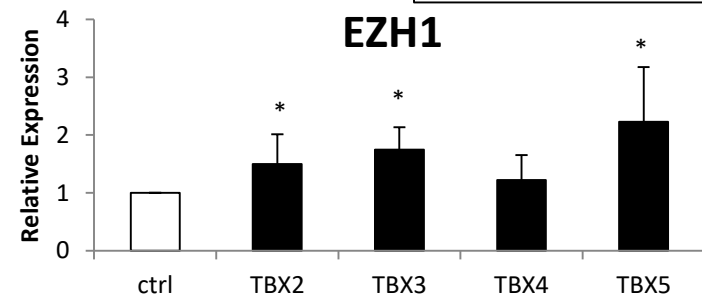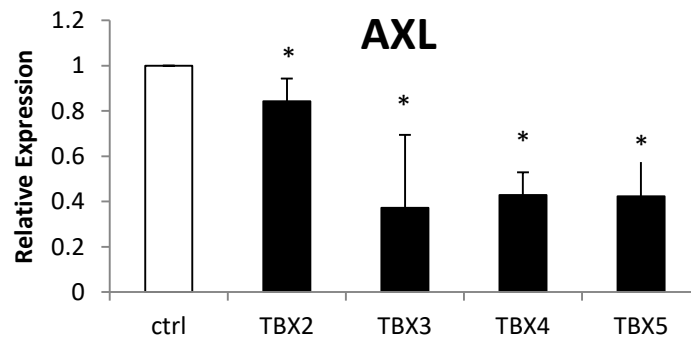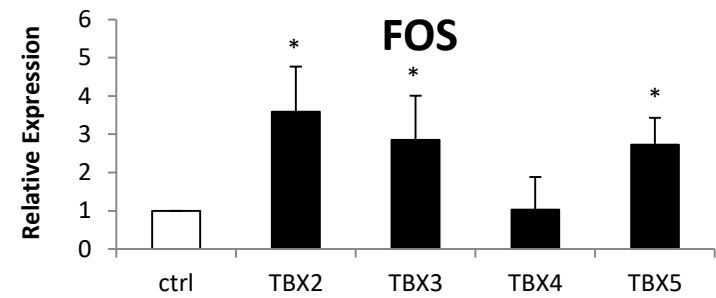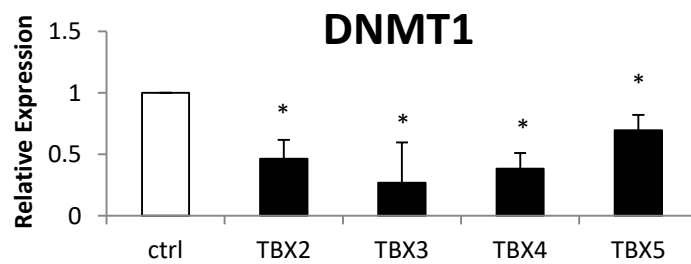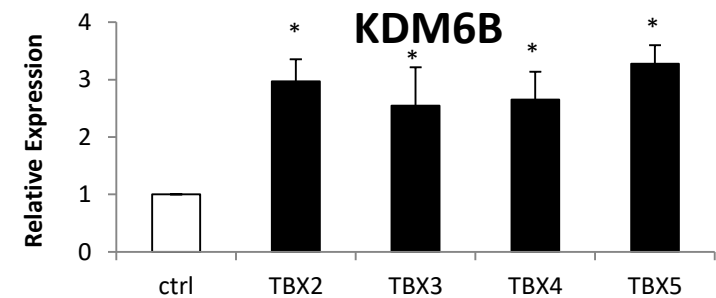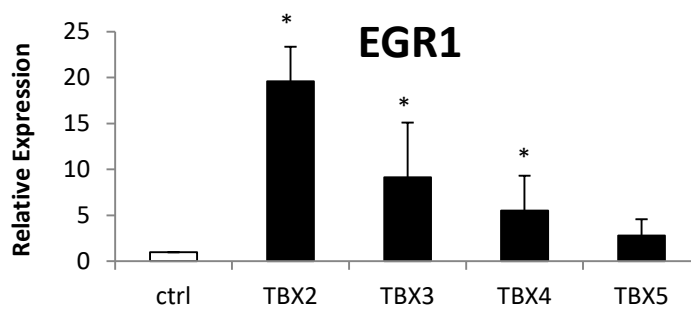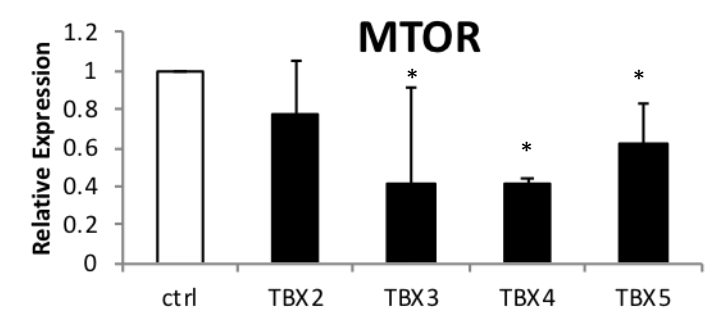

**Supplement:** Supplementary Figure 1 — Expression of TBX2 and 5 in adult human lung tissue. The αTBX2 stained slide shows nuclear and cytoplasmic staining (brown color) in bronchial epithelium (arrows in B) and alveolar lining (pneumocytes) with more prominent nuclear staining. While αTBX5 shows a staining within bronchial epithelium but it is less intense andlacks differential intensity between nucleus and cytoplasm; this is in contrast with the IgG negative control (A). Magnification X5 (A) and X20 (B).

# Supplementary material for: Transcriptomic Alterations in Lung Adenocarcinoma Unveil New Mechanisms Targeted by the TBX2 Subfamily of Tumor Suppressor Genes
**Source:** Front Oncol. 2018 Oct 30;8:482. doi: 10.3389/fonc.2018.00482
**Supplement:** Supplementary Table 1 — List of genes with their corresponding primers used in qPCR.

Supplementary Table 1: List of genes with their corresponding primers used in qPCR.

| Gene name<br>(Human) | Forward Primer             | Reverse Primer              |
|----------------------|----------------------------|-----------------------------|
| <b>ACTN1</b>         | 5' CGCATCATGAGCATTGTGGA 3' | 5' GCAGCTCGTCCATGGTAATG 3'  |
| <b>ANLN</b>          | 5' CTTAGTGCTGTGCGAACCAG 3' | 5' CACACCATCTTCGATGCCAG 3'  |
| <b>AXL</b>           | 5' GAGGGAGAGTTTGGAGCTGT 3' | 5' GAAACAGACACCGATGAGCC 3'  |
| <b>CCNG2</b>         | 5' GTGCCTACATGCTGCTCTTC 3' | 5' AAGGAAAGCTGCCAGTCTCT 3'  |
| <b>CDK1</b>          | 5' GGGGTCAGCTCGTTACTCAA 3' | 5' TGACATGGGATGCTAGGCTT 3'  |
| <b>DNMT1</b>         | 5' ACCAAGAACGGCATCCTGTA 3' | 5' GCTGCCTTTGATGTAGTCGG 3'  |
| <b>EGR1</b>          | 5' CTTCCCTTCCTCAGCTGTCA 3' | 5' TAGAGAGGGAGGACTTGGCT 3'  |
| <b>EIF3K</b>         | 5' CAAGTGCATGATCGACCAGG 3' | 5' ATCCACACCTTTAGCTGGCT 3'  |
| <b>EZH1</b>          | 5' TACCCTCAAGCTGGACTGTG 3' | 5' TCTGCTCACTGAAGGAAGGG 3'  |
| <b>EZH2</b>          | 5' TCGAGCTCCTCTGAAGCAA 3'  | 5' AGTATCCACATCCTCAGCGG 3'  |
| <b>FOS</b>           | 5' GCTTCAACGCAGACTACGAG 3' | 5' AGTGACCGTGGGAATGAAGT 3'  |
| <b>GAPDH</b>         | GTCAGTGGTGGACCTGACCT       | 5' TCGCTGTTGAAGTCAGAGGA 3'  |
| <b>HIST1H2BK</b>     | 5' ATTACAACAAGCGCTCGACC 3' | 5' GGTTGGGCTTTAAGACGCTT 3'  |
| <b>KDM1A</b>         | 5' GCCACACCTCTCTCAACTCT 3' | 5' CCTGTCGCACTGCTGTATTCT 3' |
| <b>KDM6B</b>         | 5' CTAATTGACGGGTTCTGGT 3'  | 5' TCCACTCGTATCGTTCCAGG 3'  |
| <b>MTOR</b>          | 5' CCTGCCTTTGTCATGCCTTT 3' | 5' CTGGGTTTGGATCAGGGTCT 3'  |
| <b>PRMT3</b>         | 5' TGTCAGAACCTGCTCGTCAT 3' | 5' AGTCCACACCCAACATCCA 3'   |
| <b>TBX2</b>          | 5' TAAAGGAGGAGTGGGGTCCT 3' | 5' CACGTAGACCACAGGGCAGT 3'  |
| <b>TBX3</b>          | 5' TCCATGAGGGTGTTTGATGA 3' | 5' ACCCTCGCTGGGACATAAAT 3'  |
| <b>TBX4</b>          | 5' GCAGACCATCGAGAACATCA 3' | 5' AGGGACAATGTCAATCAGCA 3'  |
| <b>TBX5</b>          | 5' TCATAACCAAGGCTGGAAGG 3' | 5' GCCCGTCACAGACCATTAT 3'   |
| <b>TET2</b>          | 5' ACAGAAGCAAGAACAGCAGC 3' | 5' AGCTTGCAGGTGGATTCTCT 3'  |

# Supplementary material for: Transcriptomic Alterations in Lung Adenocarcinoma Unveil New Mechanisms Targeted by the TBX2 Subfamily of Tumor Suppressor Genes
**Source:** Front Oncol. 2018 Oct 30;8:482. doi: 10.3389/fonc.2018.00482
**Supplement:** Supplementary Table 2 — Common deregulated genes with their expression change and CGC annotation.

# Supplementary material for: Transcriptomic Alterations in Lung Adenocarcinoma Unveil New Mechanisms Targeted by the TBX2 Subfamily of Tumor Suppressor Genes
**Source:** Front Oncol. 2018 Oct 30;8:482. doi: 10.3389/fonc.2018.00482
**Supplement:** Supplementary Table 3 — Common Regulated Genes in Reactome Pathways Deregulated in NCI-H1299 cells overexpressing TBXs.

**Supplementary Table S3: Common Regulated Genes in Reactome Pathways Deregulated in NCI-H1299 cells overexpressing TBXs**

| Direction GSEA | Reactome Pathway                                                        | Genes Fold (red=up ; blue= down) & FDR < 0.1 |           |           |           |           |        |      |       |  |  |
|----------------|-------------------------------------------------------------------------|----------------------------------------------|-----------|-----------|-----------|-----------|--------|------|-------|--|--|
| down           | Activation of the mRNA upon binding of the cap-binding complex and eIFs | EIF1AX                                       | EIF3K     | EIF4B     | RPS24     |           |        |      |       |  |  |
| down           | Chromosome Maintenance                                                  | HIST1H2AC                                    | HIST1H2BC | HIST2H2BE | NPM1      | POLD2     |        |      |       |  |  |
| down           | DNA Double-Strand Break Repair                                          | ERCC1                                        | HIST1H2BC | HIST2H2BE | KDM4A     | KPNA2     | POLD2  | TDP1 |       |  |  |
| down           | GTP hydrolysis and joining of the 60S ribosomal subunit                 | EIF1AX                                       | EIF3K     | EIF4B     | RPL23     | RPL7A     | RPS24  |      |       |  |  |
| down           | Gene Silencing by RNA                                                   | HIST1H2AC                                    | HIST1H2BC | HIST2H2BE | NUP210    | POLR2L    | TDRD12 |      |       |  |  |
| down           | Mitotic Metaphase and Anaphase                                          | ANAPC1                                       | BUB3      | DYNC1H1   |           |           |        |      |       |  |  |
| down           | Mitotic Prophase                                                        | CDK1                                         | HIST1H2AC | HIST1H2BC | HIST2H2BE | NUP210    |        |      |       |  |  |
| down           | Amyloid fiber formation                                                 | HIST1H2AC                                    | HIST1H2BC | HIST2H2BE | SORL1     |           |        |      |       |  |  |
| down           | Mitotic Prometaphase                                                    | BUB3                                         | CDK1      | DYNC1H1   | HAUS5     | OFD1      | TUBA1A |      |       |  |  |
| down           | Cholesterol biosynthesis                                                | ACAT2                                        | FDFT1     | FDPS      | LSS       |           |        |      |       |  |  |
| down           | Interleukin-12 signaling                                                | ANXA2                                        | HNRNPF    | PPIA      |           |           |        |      |       |  |  |
| down           | RMTs methylate histone arginines                                        | HIST1H2AC                                    | PRMT1     |           |           |           |        |      |       |  |  |
| down           | Global Genome Nucleotide Excision Repair (GG-NER)                       | ERCC1                                        | ERCC2     | POLD2     | RAD23A    |           |        |      |       |  |  |
| down           | Formation of tubulin folding intermediates by CCT/TriC                  | TUBA1A                                       | TUBA1B    | TUBB6     |           |           |        |      |       |  |  |
| down           | DNA strand elongation                                                   | POLD2                                        |           |           |           |           |        |      |       |  |  |
| down           | HIV Infection                                                           | ERCC2                                        | NPM1      | NUP210    | POLR2L    | PPIA      | RAC1   | RCC1 | TAF13 |  |  |
| down           | Signaling by ROBO receptors                                             | RAC1                                         | RPL23     | RPL7A     | RPS24     | VASP      |        |      |       |  |  |
| down           | RHO GTPases activate PKNs                                               | HIST1H2AC                                    | HIST1H2BC | HIST2H2BE | PKN1      | RAC1      |        |      |       |  |  |
| down           | Smooth Muscle Contraction                                               | ANXA1                                        | ANXA2     | CALM1     |           |           |        |      |       |  |  |
| down           | ERCC6 (CSB) and EHMT2 (G9a) positively regulate rRNA expression         | HIST1H2AC                                    | HIST1H2BC | HIST2H2BE |           |           |        |      |       |  |  |
| down           | TCF dependent signaling in response to WNT                              | AKT2                                         | CTNNBIP1  | HIST1H2AC | HIST1H2BC | HIST2H2BE |        |      |       |  |  |
| down           | Apoptosis                                                               | AKT2                                         | BCL2L1    | HIST1H1B  |           |           |        |      |       |  |  |
| down           | Metabolism of non-coding RNA                                            | NUP210                                       | SNRPD2    |           |           |           |        |      |       |  |  |
| down           | Base Excision Repair                                                    | POLD2                                        |           |           |           |           |        |      |       |  |  |
| up             | HDMs demethylate histones                                               | KDM4A                                        | KDM6B     | KDM7A     |           |           |        |      |       |  |  |

# Supplementary material for: Transcriptomic Alterations in Lung Adenocarcinoma Unveil New Mechanisms Targeted by the TBX2 Subfamily of Tumor Suppressor Genes
**Source:** Front Oncol. 2018 Oct 30;8:482. doi: 10.3389/fonc.2018.00482
**Supplement:** Supplementary Table 4 — Enrichment scores and corresponding p-value from the 75 most up-regulated and down-regulated genes in TBXs with respect to ranked gene signatures from hypomethylating agents.

**Supplementary Table S4: Enrichment scores and corresponding p-value from the 75 most up-regulated and down-regulated genes in TBXs with respect to ranked gene signatures from hypomethylating agents**

| <b>ID</b>            | <b>GENE</b> | <b>Enrichment.Score</b> | <b>p-value</b>  |
|----------------------|-------------|-------------------------|-----------------|
| GSE29077_azacitidine | TBX2        | 0.69597                 | 7.82E-07        |
| GSE29077_azacitidine | TBX3        | 0.61367                 | 7.83E-07        |
| GSE29077_azacitidine | TBX4        | 0.569595                | 7.96E-06        |
| GSE29077_azacitidine | TBX5        | 0.464825                | 0.000935865567  |
| GSE29077_decitabine  | TBX2        | 0.436445                | 0.0007151293753 |
| GSE29077_decitabine  | TBX3        | 0.474945                | 0.0002227979506 |
| GSE29077_decitabine  | TBX4        | 0.529965                | 7.08E-06        |
| GSE29077_decitabine  | TBX5        | 0.47599                 | 0.0001655164308 |

# Supplementary material for: Transcriptomic Alterations in Lung Adenocarcinoma Unveil New Mechanisms Targeted by the TBX2 Subfamily of Tumor Suppressor Genes
**Source:** Front Oncol. 2018 Oct 30;8:482. doi: 10.3389/fonc.2018.00482
**Supplement:** Supplementary Table 5 — Enrichment scores and corresponding p-value from the 75 most up-regulated and down-regulated genes in TBXs with respect to ranked gene signatures from public data in GEO.

**Supplementary Table S5: Enrichment scores and corresponding p-value from the 75 most up-regulated and down-regulated genes in TBXs with respect to ranked gene signatures from public data in GEO**

| <b>ID</b> | <b>GENE</b> | <b>Enrichment.Score</b> | <b>p-value</b> |
|-----------|-------------|-------------------------|----------------|
| GSE10072  | TBX2        | -0.31086                | 0.2093140585   |
| GSE10072  | TBX3        | -0.41011                | 0.006989404547 |
| GSE10072  | TBX4        | 0                       | 1              |
| GSE10072  | TBX5        | -0.38233                | 0.01787806028  |
| GSE27262  | TBX2        | -0.249515               | 0.6766295164   |
| GSE27262  | TBX3        | -0.427815               | 0.000275087743 |
| GSE27262  | TBX4        | 0                       | 1              |
| GSE27262  | TBX5        | -0.347115               | 0.03344658301  |
| GSE43458  | TBX2        | -0.302855               | 0.03312991738  |
| GSE43458  | TBX3        | -0.38495                | 0.000318143323 |
| GSE43458  | TBX4        | 0                       | 1              |
| GSE43458  | TBX5        | -0.31804                | 0.01314718379  |

# Supplementary material for: Transcriptomic Alterations in Lung Adenocarcinoma Unveil New Mechanisms Targeted by the TBX2 Subfamily of Tumor Suppressor Genes
**Source:** Front Oncol. 2018 Oct 30;8:482. doi: 10.3389/fonc.2018.00482
**Supplement:** Supplementary Table 6 — Enrichment scores and corresponding p-value from the 75 most up-regulated and down-regulated genes in TBXs with respect to ranked gene signatures from a murine tumor model dataset.

**Supplementary Table S6: Enrichment scores and corresponding p-value from the 75 most up-regulated and down-regulated genes in TBXs with respect to ranked gene signatures from a murine tumor model dataset**

| ID           | GENE | Enrichment.Score | p-value       |
|--------------|------|------------------|---------------|
| ADCvNormal   | TBX2 | -0.43582         | 0.07938263799 |
| ADCvNormal   | TBX3 | -0.31924         | 0.227146148   |
| ADCvNormal   | TBX4 | 0                | 1             |
| ADCvNormal   | TBX5 | -0.389725        | 0.1706007767  |
| ADNvNormal   | TBX2 | 0                | 1             |
| ADNvNormal   | TBX3 | 0                | 1             |
| ADNvNormal   | TBX4 | 0                | 1             |
| ADNvNormal   | TBX5 | 0                | 1             |
| TumorvNormal | TBX2 | 0                | 1             |
| TumorvNormal | TBX3 | -0.288555        | 0.5396252403  |
| TumorvNormal | TBX4 | 0                | 1             |
| TumorvNormal | TBX5 | 0                | 1             |

How the deposited data were processed for this re-analysis (not part of the article)

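The data are read counts from 18 RNA-seq libraries of NCI-H1299 cells, 3 for each of the TBX2, TBX3, TBX4 and TBX5 plasmids, 3 for the empty vector (EV) and 3 labelled Ctl, whose treatment the paper's text does not name. The authors aligned paired-end reads to GRCh37 with STAR, counted them per Ensembl gene with featureCounts at its default settings, and deposited these counts without normalization or a filter on genes. Conditions and the replicate letters a, b and c were taken from the sample labels. The label of TBX4 replicate c carries the number of the TBX4 libraries but ends in TBX5, and its counts of TBX4 and TBX5 were those of the TBX4 libraries. Libraries held 7365221 to 11743179 counts, with a median of 9167758, and a level of 3 counts was taken as the floor of detection.

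As in the paper, each TBX was compared separately with the 6 pooled control libraries (EV and Ctl), using genes with more than 5 counts in at least 10 of the 18 libraries and a false-discovery rate of 0.1. The test was the quasi-likelihood test of edgeR 4.0.16 with TMM scaling and Benjamini-Hochberg adjustment, run in R 4.3.3. Standard errors of log2 fold changes were computed as the absolute log2 fold change over the square root of F. CPM values use TMM-scaled library sizes. The 3 EV libraries were also compared with the 3 Ctl libraries, and the 4 TBX groups with each other in 1 fit of all 18 libraries. Common genes are those past the threshold in the same direction in all 4 contrasts. The genes named are those the paper names for these cells and lists in Supplementary Figure 7 and Supplementary Table 3, the 3 common genes with the largest mean change in each direction, those with the largest change in each contrast, and the 3 with the smallest p in each direction of EV against Ctl, of which 1 is not reported here. Symbols came from the annotation, and 268 of the 275 listed symbols were matched.

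Gene sets were scored with fgsea 1.28.0, on the signed square root of edgeR's F statistic, with 10000 gene permutations and a seed of 1. The cell-cycle set came from the Seurat package, and the histone demethylase, PRMT, histone, ZNF and ribosomal protein sets were made from symbol families, since Reactome sets were not used here. A list of 30 interferon-type genes, of which 19 were tested, was written after EV and Ctl had been compared. The azacitidine, decitabine and tumour profiles, the qPCR, the western blots and the viability assays were not analysed here.

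The alternatives were DESeq2 1.42.0 in separate fits and in 1 fit, DESeq2's size factors, scaling by library totals, no filter, at least 10 counts in every library, the replicate letter as a block, a GC correction with and without that block (lowess offsets with a span of 0.3), EV or Ctl controls alone, 1 edgeR fit, each library left out in turn, an FDR of 0.05, an absolute log2 fold change of at least 1, DESeq2's Wald statistic as the ranking, and camera from limma 3.58.1. A transcript length correction and the share of the most counted gene as a covariate were added after seeing the data. GC content was known for 97.5% of the tested genes. The methods were tested on simulated data with 200 changed genes among 15576. There edgeR recovered 98% of them, with 14.0% false calls, and DESeq2 recovered 97%, with 5.37% false calls. Each simulated change had an absolute log2 fold change of at least 1, while the DEGs had medians of 0.31 to 0.38. Recovery of such smaller changes was thus not tested. With 3 libraries against 3, edgeR recovered 98%, with 12.5% false calls. A cell-cycle set shifted on purpose by a log2 value of -0.3 scored -3.68, and with no set changed the smallest p was 0.0676. The real shifts of that set were smaller, with medians of -0.16, -0.09, -0.10 and -0.14 for TBX2, TBX3, TBX4 and TBX5.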

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

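The tests on TBX3 and TBX4 counts outside their own libraries, the list of interferon-type genes, and the share of the most counted gene as a covariate were chosen only after the results they concern, or the data, were seen.

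In 32 measures over the 6 control libraries, 3 had 1 library far from the other 5, where chance gives about 1 in 20. The share of counts on ENSG00000266658 was 12.4% in EV replicate c and 30.3% to 40.2% in the others. ACTN1 was at 231.4 CPM in EV replicate c and 251.4 to 262.9 CPM in the others. TBX4 was at 0.0989 CPM in Ctl replicate c, which is 1 count, and had no count in the others. No explanation was tested for these libraries, and no biological one is given by the design, since replicates share their condition.

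EV and Ctl libraries, which the paper pools, differed in 60 genes (44 higher and 16 lower in EV) at an adjusted p under 0.1 from edgeR's quasi-likelihood test, and in 1432 genes at an unadjusted p under 0.05. Over all tested genes, the 3 EV libraries lay beyond the 3 Ctl libraries for 14.6%, where chance gives 10%. Among the smallest p-values were those of IFIT2 and ISG15, which were higher in EV (log2 fold changes 2.14 and 1.43), and of SREBF1, INSIG1 and SCD, which were lower (-0.62, -0.55 and -0.45). Of the 4 ways to split the 6 libraries with 1 library of each letter per group, 1, the real one, gave as many genes, and the next gave 11. With 4 splits the share cannot fall under 1 in 4, so this comparison could not exclude a chance arrangement of the libraries, whatever the counts.

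The 19 tested interferon-type genes had a score of 2.72 in EV against Ctl (adjusted permutation p = 0.000469, with no permutation as extreme; median log2 fold change 0.38). The genes were listed after EV and Ctl had been compared, so this p describes a pattern already seen. With the share of the most counted gene as a covariate, the score was 2.75, so this share does not fully account for it, and by library totals it was 2.69. A response to plasmid transfection that the TBX libraries share is a candidate explanation. Each TBX scored 2.32 or more against Ctl. Low values in the same 3 Ctl libraries would give this by themselves, so these scores cannot decide. Against EV, the scores were 2.63, 1.37, 1.38 and 1.80 for TBX2, TBX3, TBX4 and TBX5, with adjusted permutation p-values of 0.000709, 0.105, 0.105 and 0.00976. Whether the Ctl cells were mock-transfected is not given in the labels, and a chance arrangement of the control libraries was not excluded.

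The cell-cycle genes scored -2.77 in EV against Ctl, with 79 of 99 genes lower, except by library totals, where the score was 0.60. Of the 99 genes, 0 had an adjusted p under 0.1 in edgeR's test. The GC correction took Spearman's rho between GC content and log2 fold change, over genes, from 0.138 to 0.000266, and the score was then -2.60. With the share of the most counted gene as a covariate, which moved the log2 fold changes by a median of 0.06, it was -2.98. Neither correction removed the lower score. Library totals moved the median log2 fold change of all tested genes in EV against Ctl to 0.20. The score of 0.60 under that scaling thus cannot tell whether the decrease relative to other genes depends on scaling. If the empty vector accounted for the lower cell-cycle genes of the TBX libraries, the TBX scores against EV alone would be near 0. The one nearest 0 was -1.52, for TBX3, with an adjusted permutation p of 0.00886. An effect of transfection may thus lower these genes in part, and the genes were lower with each TBX than in these EV libraries. The paper describes TBX3 and Tbx5 in pCGN plasmids and TBX2 and TBX4 in pORF plasmids. The vector of the EV libraries is not named, so these scores cannot tell each TBX from its own vector. An effect of transfection remains a hypothesis, since a chance arrangement of the 6 control libraries was not excluded.

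TBX4 was counted in every TBX2, TBX3 and TBX5 library, at means of 1.88, 0.947 and 2.09 CPM, above the control libraries. If reads had been carried over on the sequencer from the TBX4 libraries to all others alike, the controls would hold them too. Yet the lowest of these 9 libraries had 0.420 CPM and the highest control 0.0989 CPM. The sample labels do not say which libraries were sequenced together, so carry-over to some libraries only is not excluded. The TBX3 libraries held 0.453 times the TBX4 of the TBX5 libraries. This cannot tell whether reads of the transfected TBX gene were counted on TBX4, since the TBX5 plasmid carries the mouse gene, whose level the human gene does not measure. TBX3 was counted at 6.68 CPM in the TBX4 libraries and 10.2 CPM in the TBX5 libraries. The lowest of these 6 libraries had 6.54 CPM, and the highest control or TBX2 library 3.91 CPM. A response of the cells' own TBX3 and TBX4 genes, or traces of another plasmid in a preparation, may remain as explanations, and these 2 were not tested. Reads of the transfected gene counted on a related one, or reads carried over to some libraries only, may remain as well.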

How the results depend on the processing

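The settings and alternatives were chosen before the data were examined, apart from the transcript length correction and the share of the most counted gene as a covariate, which were chosen after seeing the data. Scaling by library totals in place of TMM shifted the median log2 fold change of all tested genes to 0.25 with TBX4, -0.31 with TBX5, -0.08 with TBX3 and 0.20 in EV against Ctl, from -0.01 to 0.001253 under TMM. Changes by library totals are therefore relative to these shifts.

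By library totals, 1053 genes changed with TBX2, 35 with TBX3, 91 with TBX5 and 17 in EV against Ctl, 5 genes were up-regulated by all 4 TBXs and 0 down-regulated (9 at an unadjusted p under 0.05 in all 4), and 458 genes differed among the TBX groups. The score of the cell-cycle genes was 0.65 with TBX4 and 0.60 in EV against Ctl. With TBX4, the PRMT score was 0.51, the ribosomal protein score 1.08 and the histone score -0.95. The PRMT score was -1.45 with TBX2, -1.34 with TBX3 and -1.31 with TBX5, and the histone demethylase score with TBX5 was 1.02. The TBX4 level in its own libraries was 9788 CPM. The ZNF set with TBX5 gave no score under this scaling. The log2 fold changes with TBX4 were above 0 for MTOR (0.10), NPM1 (0.0848), TRIM27 (0.0783), RAC1 (0.0307), EIF1AX (0.12), NONO (0.13), NF2 (0.11), PRMT1 (0.063), DNMT1 (0.14), CDKN2A (0.0732), ACTN1 (0.0875) and EZH1 (0.0513), and with TBX5 below 0 for CHD2 (-0.0186), TET2 (-0.053), KDM4A (-0.0019) and CDKN1B (-0.29). Of the genes changed by library totals, 79.1% were higher with TBX2, 98.8% with TBX4, 100% with TBX3 and 40.7% with TBX5, against 52.2%, 53.5%, 57.0% and 51.7% under TMM. Each log2 fold change listed here lies nearer 0 than the shift of the median in its contrast.

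With an absolute log2 fold change of at least 1, 455, 87, 151 and 176 genes changed with TBX2, TBX3, TBX4 and TBX5 and 8 in EV against Ctl, 10 were up-regulated by all 4, 0 were down-regulated by all 4 (0 also at an unadjusted p under 0.05), and 450 differed among the TBX groups. At an FDR of 0.05, 1239 genes changed with TBX5 and 31 in EV against Ctl, and 111 were up-regulated and 112 down-regulated by all 4. DESeq2 in separate fits gave 30 genes in EV against Ctl and 104 common up-regulated genes. In 1 fit, DESeq2 gave 1185 genes with TBX4 and 31 in EV against Ctl. The EV against Ctl count was 129 without a filter, 31 with the replicate block, 31 with the GC correction and that block, and 29 in 1 edgeR fit. The counts at an FDR of 0.05 and at an absolute log2 fold change of at least 1 are lower because these thresholds are stricter. For the other settings here the cause was not tested.

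With EV controls alone, 123 genes were up-regulated by all 4, and with Ctl controls alone, 1192 genes changed with TBX5 and 164 of the matched genes of Supplementary Table 2 were past the threshold in all 4 contrasts. With TBX2 and TBX4 against Ctl and TBX3 and TBX5 against EV, 95 genes were up-regulated and 79 down-regulated by all 4, and with these swapped, 79 and 100. These fits use 3 controls in place of 6. The median correlation between contrasts was 0.501 with EV controls alone, 0.548 with Ctl controls alone, 0.325 with no shared control, and 0.545 over genes changed in either contrast. With the share of the most counted gene as a covariate, 800 genes changed with TBX4 and 112 were up-regulated by all 4, and the cause was not tested.

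The ribosomal protein score with TBX4, -1.20, was -1.28 with DESeq2's Wald statistic, -1.77 without a filter, -2.54 with the covariate, -1.98 with EV controls alone and 0.996 with Ctl controls alone. The PRMT score with TBX2 was -1.41 with the GC correction and -1.41 with the block as well. The PRMT score with TBX3 was -1.34 with Ctl controls alone, and camera gave an adjusted p of 0.123 (range over the alternatives 0.00431 to 0.277). In EV against Ctl, the histone demethylase score was -0.48 without a filter and -0.52 with the GC correction. CDKN1A with TBX3 had a log2 fold change of -0.029 with EV controls alone. CDKN1B had -0.0808 with TBX4 and -0.0806 with TBX5 with Ctl controls alone, and with TBX5 -5e-04 without a filter and -0.0224 with the covariate. For these too, the cause was not tested.

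Across the fits that each left out 1 library, the number of genes changed ranged from 1223 to 2249 with TBX4, from 1067 to 1835 with TBX5 and from 22 to 230 in EV against Ctl. The ribosomal protein score with TBX4 ranged from -1.92 to 0.97, the PRMT score from -1.63 to -1.31 with TBX2, from -1.66 to -1.21 with TBX3 and from -1.87 to -1.34 with TBX5, and the histone demethylase score in EV against Ctl from -0.86 to 1.08. The median correlation ranged from 0.427 to 0.481. The log2 fold change of CDKN1B ranged from -0.0329 to 0.14 with TBX4 and from -0.12 to 0.19 with TBX5, and that of EZH1 with TBX5 from -0.10 to 3e-04.

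Of 140 results for single genes the paper names, 125 had an adjusted p under 0.1 in edgeR's test, and 90 of these in every fit that left out 1 library. Of these 140, or of 136 with EV or Ctl controls alone, and of fewer with at least 10 counts in every library, where 120 were the same, the number weaker, stronger and reversed was 12, 2 and 0 with DESeq2 in separate fits, 13, 0 and 0 with DESeq2 in 1 fit, 7, 0 and 0 in 1 edgeR fit, 0, 2 and 0 with DESeq2's size factors, 63, 0 and 16 by library totals, 5, 1 and 1 without a filter, 0, 1 and 0 with at least 10 counts in every library, 6, 1 and 0 with the replicate block, 2, 1 and 0 with the GC correction and 5, 1 and 0 with both. It was 16, 1 and 1 with EV controls alone, 21, 1 and 2 with Ctl controls alone, 16, 0 and 0 at an FDR of 0.05, 84, 0 and 0 with an absolute log2 fold change of at least 1, 3, 2 and 0 with the length correction and 9, 2 and 1 with the covariate.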

Differences from the paper's values

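The paper reports 112 up-regulated genes common to all 4 TBXs, the paper's value, against 189 here. For the common down-regulated genes, DESeq2 in separate fits gave 150 against the paper's 163. Among the alternatives set before the data were examined, the counts within 1.5 times of the paper's were 104 with DESeq2, the tool the paper names, in separate fits, 128 with DESeq2 in 1 fit, 130 without a filter, 166 with the GC correction and replicate block, 123 with EV controls alone, 163 with Ctl controls alone, 111 at an FDR of 0.05, and 95 and 79 with different controls for different TBXs. So were the fits without Ctl replicate b (157) or c (155), TBX3 replicate a (157), b (147) or c (133), TBX4 replicate a (151), b (152) or c (153), and TBX5 replicate b (141) or c (142). The counts were not within that range with DESeq2's size factors (187), library totals (5), at least 10 counts in every library (220), the replicate block (177), the GC correction (178), 1 edgeR fit (221), an absolute log2 fold change of at least 1 (10), or without Ctl replicate a, any EV replicate, any TBX2 replicate or TBX5 replicate a (170 to 187). The share of the most counted gene as a covariate, chosen after seeing the values, gave 112, equal to the paper's count, and 135 down-regulated genes against the paper's 163. Only the count is equal. With this covariate, 168 of the 268 matched genes of the paper's list passed the threshold in all 4 contrasts, against 255 without it.

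For TBX4, Supplementary Figure 5 shows about 710 up-regulated genes, read by eye, the paper's value, against 1086 here. Within 1.5 times of it were DESeq2 in separate fits (685) and in 1 fit (661), at least 10 counts in every library (1006), the replicate block (942), the GC correction with that block (982), EV controls alone (751), Ctl controls alone (967), 1 edgeR fit (1057), an FDR of 0.05 (770) and each fit without 1 library except EV replicate c. Not within it were DESeq2's size factors (1079), library totals (2775), no filter (1317), the GC correction (1142), the fit without EV replicate c (1217) and an absolute log2 fold change of at least 1 (131). The covariate, chosen after seeing the values, gave 465. DESeq2 in separate fits gave 2067 up- and 1996 down-regulated genes with TBX2, 949 and 801 with TBX3, 685 and 676 with TBX4, and 707 and 650 with TBX5. The figure, read by eye, shows about 2100 and 2000, 960 and 800, 710 and 700, and 720 and 650. With the tool the paper names, the counts thus lay near the paper's in all 4 contrasts, though some other settings came near as well.

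Of the matched genes in the paper's list of common genes, 13 did not reach an adjusted p under 0.1 in all 4 contrasts of edgeR's test. RAC1 missed it with TBX3 (0.105 in edgeR's test) and reached it in all 4 with DESeq2 in separate fits, with DESeq2's size factors, without a filter, with at least 10 counts in every library, with the replicate block with and without the GC correction, without EV replicate c, without TBX3 replicate b, and with the transcript length correction, chosen after seeing the values. NF2 missed it with TBX4 (0.103 in edgeR's test) and reached it with DESeq2's size factors and without Ctl replicate a. NONO missed it with TBX4 (0.135 in edgeR's test) and reached it without Ctl replicate a. DESeq2 in separate fits gave NAP1L1, KPNA2, RACK1, EEF1A1, UTRN, KIAA0368 and RBMX as well. RPS24 was reached without a filter, with the block, with the GC correction with and without the block, without Ctl replicate a and without EV replicate c. RPL7A was reached with EV controls alone, without Ctl replicate a, and with the covariate, chosen after seeing the values. CALM3 was reached under none of the 32 other settings. The remaining settings that gave some of these genes were 1 edgeR fit and 1 DESeq2 fit (KPNA2 and KIAA0368 in both, EEF1A1 and UTRN with DESeq2), the GC correction (KPNA2, EEF1A1, KIAA0368 and RBMX; with the block, KPNA2 and KIAA0368), no filter (EEF1A1), at least 10 counts in every library and DESeq2's size factors (KIAA0368), EV controls alone (KIAA0368), Ctl controls alone (KPNA2), fits without EV replicate a (KPNA2), EV replicate c (NAP1L1), Ctl replicate a (RBMX), Ctl replicate c or TBX3 replicate c (KIAA0368), and, chosen after seeing the values, the length correction (KPNA2, UTRN and KIAA0368) and the covariate (RACK1, EEF1A1 and KIAA0368).

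The paper marks DNMT1 as lower with each TBX in Supplementary Figure 7. Here its adjusted p in edgeR's test was 0.140 with TBX3 and 0.139 with TBX4. With TBX3 it was 0.0882 with DESeq2 in separate fits, and under 0.1 also with the length correction and the covariate, chosen after seeing the values. With TBX4 it was under 0.1 in none of the settings run. The same figure, which shows qPCR, marks EZH1 as higher with TBX2, TBX3 and TBX5, and here its log2 fold changes were -0.18, 0.11, -0.21 and -0.05, with no adjusted p under 0.1 in edgeR's test or in any other setting run. Read by eye, it shows FOS unchanged with TBX4 and EGR1 higher with TBX4 than with TBX5, and it marks ACTN1 as lower with TBX2 and TBX3 only. Here FOS with TBX4 had a log2 fold change of 1.04, and EGR1 had 1.02 with TBX4 and 1.35 with TBX5. ACTN1 had -0.18 with TBX4 and -0.16 with TBX5, with adjusted p-values of 0.0490 and 0.0848 in edgeR's test. The paper states a very slight activation of a group of genes that includes CDKN2A, too weak to place them among its top deregulated genes. Here the log2 fold changes of CDKN2A were -0.35, -0.08, -0.19 and -0.33.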

Other observations

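The transcript length correction and the share of the most counted gene as a covariate were chosen only after seeing the data. For each TBX, the 9 libraries of its contrast can be split in 27 ways that keep 1 library of each letter in the group of 3. In 1 of the 27 splits, the real one, as many genes had an adjusted p under 0.1 from edgeR's test as with the TBX in question, for TBX2, TBX3, TBX4 and TBX5 alike. The other splits gave at most 11, 32, 95 and 17 genes. For each of the 6 pairs of TBXs, 1 of 4 such splits, the real one, gave as many genes (84 to 2417), and the others gave 0. With 4 splits the share cannot fall under 1 in 4, so chance cannot be excluded this way.

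The labels of all 18 libraries were also redrawn within each letter, with 59 redrawn sets and the real one making 60. As many common up-regulated genes, and as many common down-regulated genes, were found in 1 of 60, the real one. Redrawing the 12 TBX libraries, as many genes differing among the TBX groups were found in 1 of 60, with at most 1738 in the others. The mean shift of each gene set relative to all genes, over the 4 contrasts, was as large in 1 of 60, the real one, for the cell-cycle, histone demethylase, PRMT, histone, ZNF and ribosomal protein sets. A median correlation between contrasts as large as the real one was found in 9 of 60, with a range of 0.192 to 0.588 and a middle value of 0.345 in the redrawn sets. The redrawn groups also hold TBX libraries among their controls. The size of the correlation is thus not told apart from that of other groupings of these libraries.

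Genes with a ZNF symbol scored 2.36, 2.98, 2.60 and 2.70 with TBX2, TBX3, TBX4 and TBX5, and 1.79 in EV against Ctl. Ribosomal protein genes scored -2.90, -3.32, -1.20 and -2.74, and 2.19 in EV against Ctl, and the TBX4 score of the ribosomal protein genes, whose adjusted permutation p was 0.159, turned to 1.08 by library totals. Of these 8 scores, 7 had this direction and an adjusted permutation p under 0.1. With the GC content correction 7 of 8 did, with the transcript length correction 7 of 8, and with the share of the most counted gene as a covariate 8 of 8. The GC correction took Spearman's rho between GC content and log2 fold change, over genes, from -0.0977, -0.0878, -0.0400 and -0.104 to 0.00881, 0.00417, 0.00664 and -0.00286. It moved the log2 fold changes with TBX4 by a median of only 0.00696, so it says little for TBX4. The covariate moved the log2 fold changes with TBX2 by a median of only 0.00114, so it says little there. The length correction took Spearman's rho with transcript length from 0.0458, 0.100, -0.0156 and 0.0755 to 0.0153, 0.000873, 0.0186 and 0.0167, so it says little for TBX4. The pattern was kept after these corrections, and reads shared among ZNF paralogs or ribosomal protein pseudogenes were not tested, so the pattern may have that source. Histone genes scored -2.60, -2.48, -2.26 and -2.83 with the TBXs and 2.06 in EV against Ctl.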
